# A new gene set identifies senescent cells and predicts senescence-associated pathways across tissues

**DOI:** 10.1038/s41467-022-32552-1

**Published:** 2022-08-16

**Authors:** Dominik Saul, Robyn Laura Kosinsky, Elizabeth J. Atkinson, Madison L. Doolittle, Xu Zhang, Nathan K. LeBrasseur, Robert J. Pignolo, Paul D. Robbins, Laura J. Niedernhofer, Yuji Ikeno, Diana Jurk, João F. Passos, LaTonya J. Hickson, Ailing Xue, David G. Monroe, Tamara Tchkonia, James L. Kirkland, Joshua N. Farr, Sundeep Khosla

**Keywords:** Osteoporosis, Ageing

## Abstract

Although cellular senescence drives multiple age-related co-morbidities through the senescence-associated secretory phenotype, in vivo senescent cell identification remains challenging. Here, we generate a gene set (SenMayo) and validate its enrichment in bone biopsies from two aged human cohorts. We further demonstrate reductions in SenMayo in bone following genetic clearance of senescent cells in mice and in adipose tissue from humans following pharmacological senescent cell clearance. We next use SenMayo to identify senescent hematopoietic or mesenchymal cells at the single cell level from human and murine bone marrow/bone scRNA-seq data. Thus, SenMayo identifies senescent cells across tissues and species with high fidelity. Using this senescence panel, we are able to characterize senescent cells at the single cell level and identify key intercellular signaling pathways. SenMayo also represents a potentially clinically applicable panel for monitoring senescent cell burden with aging and other conditions as well as in studies of senolytic drugs.

## Abstract (web summary)

Identification of senescent cells in vivo remains a challenging task. Here the authors present and validate a senescence gene set called SenMayo enriched in human and murine aged tissues.

## Introduction

Cellular senescence is now recognized as a fundamental mechanism of aging in animals and humans. Accumulation of DNA damage and/or other cellular stressors^1–4^ causes proliferating^5,6^ as well as terminally differentiated, non-dividing cells^7–10^ to undergo senescence. Characteristics of senescent cells include profound chromatin and secretome changes, along with increased expression of a number of senescence markers, including *Cdkn2a/p16*^*Ink4a*^ and *Cdkn1a/p21*^*Cip1*^, immune evasion, and resistance to apoptosis^1,11^. Senescent cells can develop a senescence-associated secretory phenotype (SASP), consisting of pro-inflammatory cytokines, chemokines, extracellular matrix-degrading proteins, and other factors that have deleterious paracrine and systemic effects^12–15^. Further, because senescent cells accumulate in multiple tissues in temporal and spatial synchrony with age-associated functional decline in both animals and humans^5,6,16^, they have been hypothesized to drive the deterioration linked to numerous chronic diseases^1^.

Importantly, the SASP as a feature of cellular senescence represents not just a locally or systemically detrimental set of factors that, in the aging organism, cause physical, metabolic, and cognitive decline^17–21^, but is also a therapeutic target of interest^22–24^. Thus, given the broad availability of next-generation sequencing, there is considerable interest in monitoring responses to senolytic treatments. However, this has been challenging, especially at the single cell level^25^. In part, this is due to an imprecise definition of the heterogeneous population of senescent cells and their associated SASP which complicates appropriate monitoring of senescent cell clearance.

Due to variations in the composition of a “senescence gene set” in the current literature, in the present study we sought to identify commonly regulated genes in various age-related datasets in a transcriptome-wide approach that included whole-transcriptome as well as single cell RNA-sequencing (scRNA-seq)^26^. Based on an extensive review of the literature, we defined a panel of 125 genes as our senescence gene set (“SenMayo”), which we then validated in our own as well as publicly available datasets of tissues from aged humans and mice, including changes in this gene set following the clearance of senescent cells. Recognizing the difficulty of identifying senescent cells within scRNA-seq analyses, we next applied SenMayo to available scRNA-seq data from human and murine bone marrow/bone hematopoietic and mesenchymal cells, ascertained the identity of the senescent cells in these analyses, and characterized the communication patterns of senescent hematopoietic or mesenchymal cells with other cells in their microenvironment. Finally, we experimentally validated key predictions from our in silico analyses in a mouse model of aging and following genetic clearance of senescent cells.

## Results

### Development and validation of SenMayo in human datasets

We first analyzed previously published^27,28^ as well as unpublished (see Methods) transcriptome-wide mRNA-seq analyses of human whole bone biopsies. These included bone and bone marrow (Cohort A)^27^ as well as bone biopsies that were processed to remove bone marrow and bone surface cells and were thus highly enriched for osteocytes (Cohort B)^28^ from young *vs*. elderly women (Fig. 1a). We used transcriptional regulatory relationships^29^ to evaluate whether senescence- and SASP-associated pathways were enriched with aging in humans and noted enrichment of genes regulating inflammatory mediators, including *NFKB1, RELA*, and *STAT3* (Fig. 1b). As expected, both aged cohorts displayed an upregulation of senescence- and SASP markers such as *CDKN1A/p21*^*Cip1*^, *CCL2*, and *IL6* (Fig. 1c). It should be noted that some canonical markers of senescence, including *CDKN2A/p16*^*Ink4a*^, did not show the predicted increase with aging due to comparatively low expression levels. Given the limitations of single gene analyses to predict the complex mechanisms of cellular aging, we next tested whether a previously published combination of senescence/SASP genes (R-HSA-2559582) is enriched in our aging cohorts. However, this Gene Set Enrichment (GSEA)-based approach failed to predict an age-related senescence/SASP increase in either cohort (Fig. 1d).

**Fig. 1:**
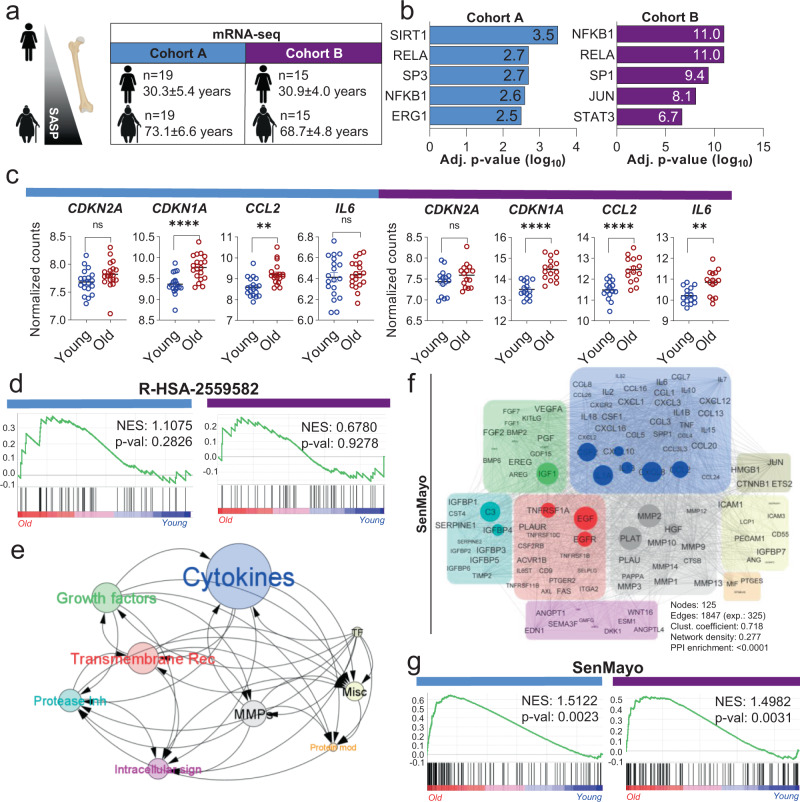
Development and validation of the SenMayo gene set. **a** Human samples from Cohort A (bone and bone marrow biopsies) and cohort B (highly enriched osteocyte fractions) were used for transcriptome-wide RNA-seq analyses; **b** Making use of TRRUST analyses^30^, we found several inflammation- and stress-associated genes, including *SIRT1* and *NFKB1*, to be upregulated in the elderly women; *p* values were adjusted according to Benjamini–Hochberg. **c** In both gene sets, *CDKN1A/P21*^*Cip1*^ and several SASP markers such as *CCL2* and *IL6* showed consistent upregulation with aging, while *CDKN2A*/*p16*^*Ink4a*^ (due to comparatively low expression) did not change significantly. Two-sided unpaired t-tests except for CCL2, where a Kolmogorov–Smirnov test was used (cohort A: *CDKN2A*: *p* = 0.0834; *CDKN1A*: *p* < 0.0001; *CCL2:* p = 0.0034; *IL6:* *p* = 0.6391; cohort B: *CDKN2A*: *p* = 0.1658, *CDKN1A*: *p* < 0.0001; *CCL2:* p < 0.0001, *IL6*: *p* = 0.0017). **d** The commonly used senescence/SASP gene set (R-HSA-2559582) failed to predict the aging process in either human cohort. Nominal *p* value, calculated as two-sided t-test, no adjustment since only one gene set was tested; **e** The SenMayo gene set includes growth factors, transmembrane receptors, and cytokines/chemokines that are highly influenced by other members of the gene set. The circle size depicts groupwise interactions, arrows point the direction of these interactions. **f** SenMayo encodes a dense network of nine different protein classes within a strong interaction network. The size of each circle represents the connectivity with other members of the gene set, grey lines represent interactions^92^; **g** Genes included in the SenMayo gene set were significantly enriched with aging in both human cohorts. Nominal *p* value, calculated as two-sided *t*-test, no adjustment since only one gene set was tested Cohort A: *n* = 38 (19 young, 19 old, all ♀), Cohort B: *n* = 30 (15 young, 15 old, all ♀). **p < 0.01, ****p < 0.0001. Fig. 1a was designed using Biorender.com. Depicted are mean ± SEM. Source data are provided as a Source Data file.

In order to develop a more robust gene panel associated with cellular senescence, we next generated a novel gene set to predict the expression of senescence-related genes by performing an in-depth, rigorous literature search (see Methods for details of how these genes were selected). The result was a novel senescence gene set of 125 genes (SenMayo) that consisted predominantly of SASP factors (*n* = 83) but also included transmembrane (*n* = 20) and intracellular (*n* = 22) proteins (see Supplementary Data 1 for the complete SenMayo gene list [human and mouse]). Within this SenMayo gene set, which comprised 9 distinct clusters, cytokines/chemokines were the most densely connected regulators according to the number of descendent proteins in STRING analysis (Fig. 1e, f; network characteristics can be found in Supplementary Data 2). Predominant connectivity (whole network density: 0.277, PPI <0.0001) was shown by *IL1A, CXCL8, CCL2* (cytokines/chemokines, blue), *IGF1* (growth factor, green), *C3* and *IGFBP4* (protease inhibitor, turquoise), *TNFRSF1A, EGF* and *EGFR* (transmembrane signal receptors, red), and *MMP2, PLAT*, and *HGF* ([metallo-]proteases, grey) (Fig. 1f). The key regulatory elements of the SenMayo genes, according to iRegulon^30^, featured the Factorbook-NFKB1 motif (Supplementary Fig. 1a), and BCL3, a key transcriptional coactivator for NFKB^31^ (Supplementary Fig. 1b–c), represented the leading transcription factor for a majority of SASP genes (Supplementary Fig. 1d).

Notably, when testing the enrichment of SenMayo within our two human mRNA-seq cohorts, senescence/SASP genes were significantly enriched in the bone samples obtained from elderly women (*p* = 0.002 [Cohort A] and *p* = 0.003 [Cohort B]; Fig. 1g). Using Cohort A as an example, within the R-HSA-2559582 gene set, 2 out of 50 available genes were significantly enriched in the biopsies from elderly women (Supplementary Fig. 2a), while 13 out of 120 available genes of the SenMayo gene set were significantly enriched in the elderly women (Supplementary Fig. 2b). Note that the GSEA analysis includes not only genes that differ significantly between groups, but also evaluates overall trends for differences in gene expression between groups and hence provides considerably greater power than examining individual genes^32^. The canonical SASP markers *CCL24*, *SEMA3F*, *FGF2*, and *IGFBP7* were consistently enriched in Cohort A (Supplementary Fig. 2c) and Cohort B (Supplementary Fig. 2d). In addition, *SEMA3F* was significantly correlated with the senescence marker, *CDKN1A/p21*^*Cip1*^, in both cohorts (Supplementary Fig. 2e, f).

### SenMayo is applicable across tissues and species

To evaluate the applicability of SenMayo across tissues and species, we next analyzed publicly available mRNA-seq data from brain tissue isolated from young vs. aged mice (GSE145265^33^, GSE128770^34^, GSE94832^35^, Fig. 2a–c). As is evident, aged mouse brain cells (microglia) and regions (prefrontal cortex, dorsal hippocampus) displayed a highly significant enrichment of senescence/SASP genes using the SenMayo gene list (*p* = 0.005, *p* = 0.001, p˂0.001, respectively), while the previously published gene set (R-HSA-2559582) did not reach statistical significance (*p* = 0.157, *p* = 0.117, *p* = 0.192, respectively). In addition, using murine bone marrow from the *tabula muris senis* (a murine single cell transcriptome atlas of young *vs*. aged tissues^36^), the applicability of SenMayo in identifying senescent cells associated with aging was confirmed by GSEA (Fig. 2d). Thus, SenMayo identifies senescent cells associated with aging across tissues (bone/bone marrow and brain) and species (humans and mice).

**Fig. 2:**
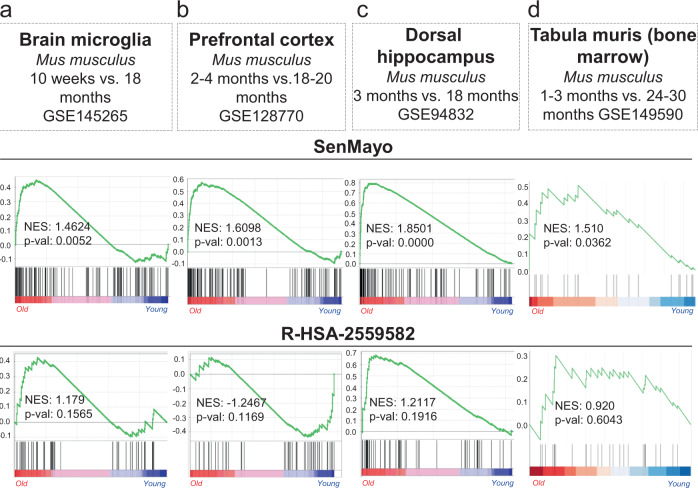
The SenMayo gene set predicts aging across tissues and species. **a** Compared to the conventional gene set, the SenMayo list is significantly enriched during the aging process in murine brain microglia (*p* = 0.1565 vs. *p* = 0.0052; GSE145265), *n* = 4 (2 young, 2 aged, all ♂), **b** murine prefrontal cortex (*p* = 0.1169 vs. *p* = 0.0013; GSE128770), *n* = 48 (24 young, 24 aged, all ♂), and (**c**) murine dorsal hippocampus (*p* = 0.1916 vs. *p* < 0.001; GSE94832), *n* = 12 (6 young (3 ♀), 6 aged (2♀). Likewise, the murine bone marrow (**d**) within the *tabula muris senis* (GSE149590^102^) has a higher enrichment of the SenMayo genes within the old cohort (*p* = 0.6043 vs. *p* = 0.0362), *n* = 11 (4 young (2 ♂, 2 ♀), 7 old (7 ♂, 0 ♀). Nominal *p* values were calculated as two-sided *t*-test, no adjustment since only one gene set was tested. Source data are provided as a Source Data file.

### SenMayo demonstrates clearance of senescent cells

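RNA from the tibiae of 41 female INK-ATTAC mice was sequenced, from 12 young mice, 13 old mice given vehicle and 16 old mice given AP20187 (AP), the drug that activates the transgene of this line. The paper gives 6 months as the age of the young mice and 24 months as the age of the old mice at sacrifice, after 4 months of injections that began at 20 months (AP at 10 mg per kg). The sample labels give 6 to 12 months for the young mice and 20 months for the old mice. The tibiae had been centrifuged to remove marrow elements before the RNA was extracted. The authors mapped the reads to mm10 and deposited the number of reads counted on each of 43346 genes in each mouse, without normalization. The paper's text does not name the program or the gene annotation used for counting, or whether strand was used. All 37 mitochondrial genes in the table are listed at 0 in every mouse. Total counts ranged from 39026906 to 64187676 in young mice (median 49566965), from 37028959 to 58515921 in old + vehicle-treated mice (median 46295282) and from 39664694 to 75942717 in old + AP-treated mice (median 47662733). Every pair of mice within a group differed by more than the sampling noise of their counts, and each mouse was used as 1 replicate. Counts were normalized by edgeR's TMM method, and the 19292 genes kept by edgeR's filter on low counts were tested in one quasi-likelihood model of the 3 groups. As in the paper's methods, a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 0.5 or below -0.5. The mouse SenMayo sheet of Supplementary Data 1 holds 118 different gene symbols, all of which were matched to the table, and 104 of these genes were among those tested.
The counts are per gene, so that the p16Ink4a transcript was not measured apart from any other transcript of Cdkn2a. Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653), the gene that encodes p16Ink4a, was read at low levels. Its level in CPM, the count scaled to a common library size, was 0.596 ± 0.307 (SD, n = 12) in young mice, 2.78 ± 2.02 (SD, n = 13) in old + vehicle-treated mice and 1.75 ± 1.70 (SD, n = 16) in old + AP-treated mice. Its log2 fold change in old + vehicle-treated against young mice was 2.22 (standard error 0.43, adjusted p = 0.000332 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 12 of the 13 mice lay above the median of the young mice. In old + AP-treated against old + vehicle-treated mice it was -0.67 (standard error 0.37, adjusted p = 0.265 from the same test), with 12 of 16 mice below the vehicle median. With each mouse left out in turn it ranged from -1.01 (adjusted p = 0.0903), without old + AP-treated mouse 24, to -0.46 (adjusted p = 0.473). Old + AP-treated mice stayed above young mice, with a log2 fold change of 1.55 (adjusted p = 0.00773). Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722) rose from 108 ± 26.2 CPM (SD, n = 12) in young to 152 ± 33.1 CPM (SD, n = 13) in old + vehicle-treated mice, a log2 fold change of 0.49 (standard error 0.18, adjusted p = 0.0437), which lies under the fold-change threshold. With each mouse left out in turn it ranged from 0.41, without old + vehicle-treated mouse 16 (adjusted p = 0.0962), to 0.56. The adjusted p was as low as 0.0207 in these fits, so that its side of the threshold depends on single mice. At 121 ± 50.5 CPM (SD, n = 16), the old + AP-treated mice did not differ from the vehicle group by this test (log2 fold change -0.32, adjusted p = 0.218).

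**Figure D1:**
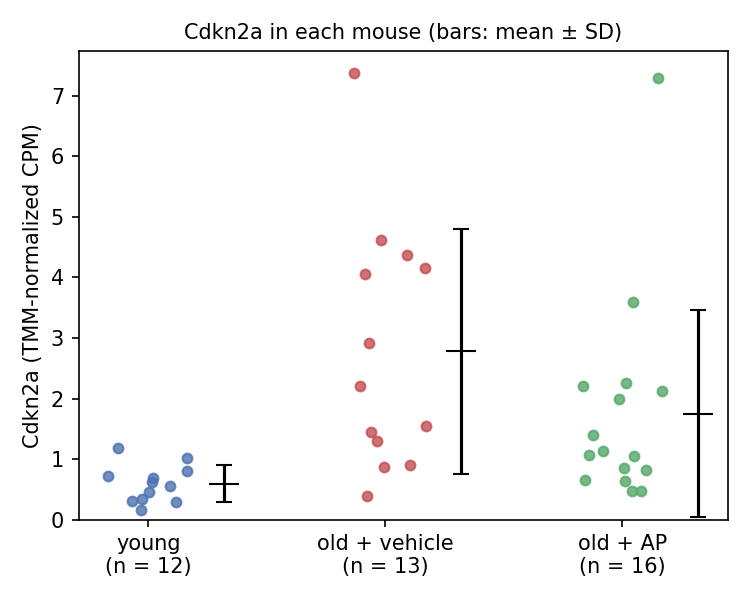
Cdkn2a level of each mouse in TMM-normalized CPM, by group. Points are single mice and bars give the mean and SD of the 12 young, 13 old + vehicle-treated and 16 old + AP-treated mice. The young mice lie low, and both old groups spread widely.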

In order to independently validate our in silico analyses, we next made use of our previously described *p16-INK-ATTAC* mouse model that allows for inducible clearance of *p16*^*Ink4a*^-expressing senescent cells after administration of the drug AP20187 (AP)^37^. In previous studies, we have demonstrated increases in *Cdkn2a/p16*^*Ink4a*^ and *Cdkn1a/p21*^*Cip1*^ mRNA levels with aging in bones from these mice^7^ as well as reductions in these mRNAs following clearance of senescent cells in *p16-INK-ATTAC* mice treated with AP and concordant changes in other markers of cellular senescence (e.g., telomeric DNA damage markers in osteocytes)^37^. Importantly, in young vs. old mice, SenMayo was expressed at a significantly higher level in bones from the old mice (Fig. 3a) and was significantly reduced following AP treatment of old *p16-INK-ATTAC* mice (Fig. 3b). Moreover, by using the SenMayo genes, a higher overlap of young vs. old + AP-treated mice as compared to young *vs*. old + vehicle-treated mice was observed through principal component analysis (PCA) (Fig. 3c).

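In gene set enrichment analysis with the settings of the paper's methods (signal-to-noise ranking, 1000 random gene sets), the 118 SenMayo genes were ranked among all 43346 genes. The input was variance-stabilized counts, as the methods do not name it. Each SD was raised to at least 0.2 times the group mean. Where a gene's SD lay under that floor, its ranking value did not reflect the spread between mice. In old + vehicle-treated against young mice the normalized enrichment score (NES) was 1.44, with a nominal p of 0.0098 over the 408 random sets of the same sign, and 33 genes formed the leading edge. In old + AP-treated against old + vehicle-treated mice the NES was -1.38, with a nominal p of 0.0136 over 369 random sets and a leading edge of 48 genes, where a negative score means lower under AP. Without the floor on the SD, the NES was 1.04 for age (nominal p = 0.315) and -1.42 for AP (nominal p = 0.00645). All these p-values treat genes as the sampling units. When the labels of the mice were permuted instead (100 splits), p was 0.38 for age and 0.404 for AP, and for AP no other alternative gave a larger p. By camera with a preset correlation of 0.01, p was 0.368 for age (direction up) and 0.0593 for AP (direction down). With an estimated correlation it was 0.645 for age, the largest p of all alternatives, and 0.337 for AP. By fry's test of a common direction neither call held. Its test of changes in either direction, which asks a different question, gave p = 3.23e-08 for age and 0.106 for AP. Both scores depended on single mice. Without old + vehicle-treated mouse 16 the NES was 1.28 for age (p = 0.0592) and -1.08 for AP (p = 0.275). For AP, p also exceeded 0.05 without old + vehicle-treated mouse 7 (NES -1.19, p = 0.101), old + vehicle-treated mouse 6 (p = 0.0981) or old + AP-treated mouse 26 (NES -1.22, p = 0.0744).
To give each mouse one value, a SenMayo score was taken as the mean z-score of the 104 tested SenMayo genes. It was -0.0051 ± 0.127 (SD, n = 12) in young mice, 0.0647 ± 0.346 (SD, n = 13) in old + vehicle-treated mice and -0.0487 ± 0.238 (SD, n = 16) in old + AP-treated mice. The difference of 0.0698 between old + vehicle-treated and young mice was within the spread between mice (two-sided permutation test, p = 0.519). So was the difference of -0.113 between old + AP-treated and old + vehicle-treated mice (two-sided permutation test, p = 0.306), although 11 of 16 AP-treated mice lay below the vehicle mean.

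**Figure D2:**
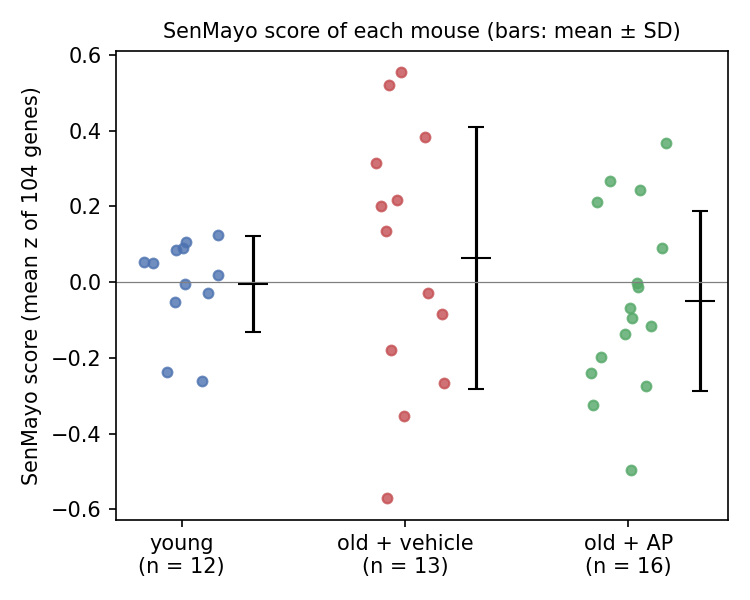
SenMayo score of each mouse (mean z-score of 104 genes), by group. Points are single mice and bars give the mean and SD. The group means are -0.0051, 0.0647 and -0.0487, and the 3 groups overlap.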

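The principal components were computed with the steps of the paper's code, from the counts of the SenMayo genes alone after variance stabilization and removal of the 10% least variable genes. The gene list that the code reads for Fig. 3c is not printed, so that all 117 SenMayo genes with a nonzero count were entered, of which 105 were left, and the list can differ from the one behind the figure. PC1 held 26.5% of the variance and PC2 19.9% (jackknife standard errors 4.45 and 5.12 percentage points). On these components the old + AP-treated mice lay 4.50 ± 2.15 units (SD, n = 16) from the mean position of the young mice, and the old + vehicle-treated mice 4.23 ± 2.20 units (SD, n = 13). The difference of 0.266 was within the spread between mice (two-sided permutation test, p = 0.751). It was 0.821 without old + vehicle-treated mouse 16 and -0.00828 without old + AP-treated mouse 18. Young mice themselves lay 1.68 ± 0.704 units (SD, n = 12) from their mean position. The mean positions of young and old + AP-treated mice were 3.89 units apart, those of young and old + vehicle-treated mice 3.78 units, and those of the old groups 1.52 units. Of the old + AP-treated mice, 1 of 16 fell inside the convex hull of the young mice, against 0 of 13 old + vehicle-treated mice (Fisher's exact test, p = 1). Among the alternatives set before the data were examined, the difference in distance was largest with genes scaled to unit variance (0.938, p = 0.574). That scaling changes the unit of distance, and young mice then lay 3.75 ± 1.52 units (SD, n = 12) from their mean position. The values 0.938 and 0.266 are therefore not directly comparable.

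**Figure D3:**
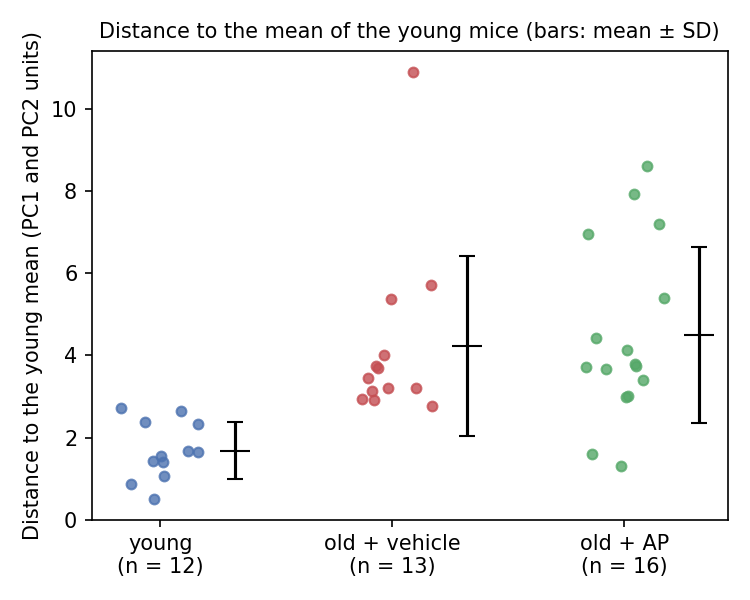
Distance of each mouse to the mean position of the young mice on PC1 and PC2 of the SenMayo genes. Points are single mice and bars give the mean and SD, which are 4.50 ± 2.15 units for old + AP-treated and 4.23 ± 2.20 units for old + vehicle-treated mice.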

**Fig. 3:**
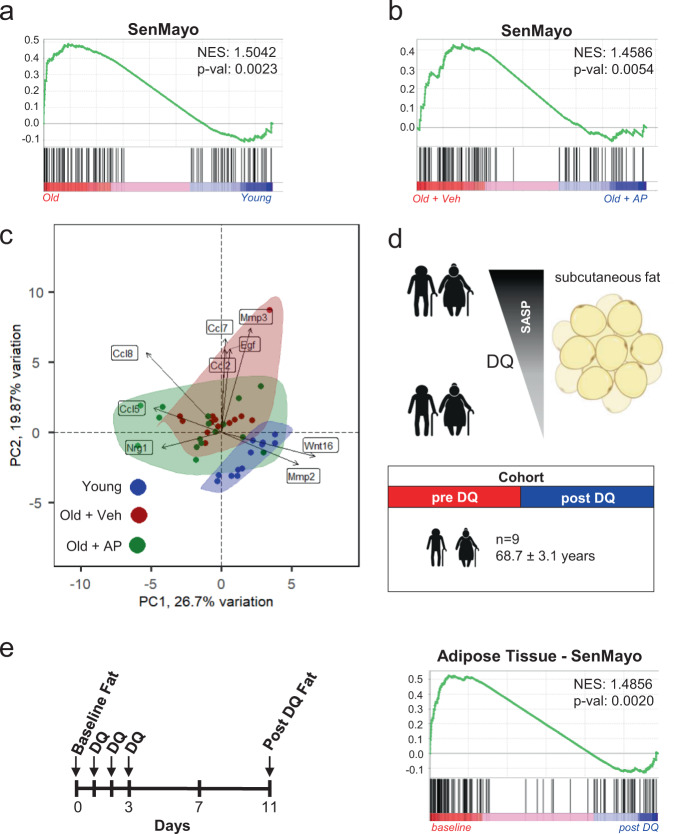
The SenMayo gene set tracks genetic and pharmacologic clearance of senescent cells. **a** The SenMayo panel successfully indicated aging in bone in mice (*p* value = 0.0023), *n* = 25 (12 young, 13 old (all ♀). Nominal *p* value, calculated as two-sided *t*-test, no adjustment since only one gene set was tested; **b** The elimination of *p16*^*Ink4a*^-expressing senescent cells by AP20187 administration was shown previously to reverse the aging bone phenotype^37^. The SenMayo gene set successfully demonstrated the significant reversal of the aging phenotype at the gene expression level upon the elimination of *p16*^*Ink4a*^-expressing senescent cells (*p* = 0.0054), *n* = 29 (13 Veh, 16 AP (all ♀). Nominal *p* value, calculated as two-sided t-test, no adjustment since only one gene set was tested; **c** By specifically using the expression patterns of the SenMayo gene set, our bone RNA-seq revealed no similarities in gene expression patterns between young (blue) and old + veh (red) treated mice, and a substantial overlap of expression profiles of old + AP (green) mice with young mice. The highlighted genes represent variables, and the arrows drawn from the origin indicate their “weight” in different directions, according to the theories of Gabriel^103^; **d** We used a previously published mRNA-seq dataset from human adipose tissue of our group^24, 39^, to evaluate changes in SenMayo following D + Q treatment. Adipose tissue was collected before and 11 days after three days of oral D + Q treatment. Figure was designed using Biorender.com; **e** Using SenMayo, there was a reduction of SenMayo (*p* = 0.002) in the subcutaneous fat samples in the subjects treated with D + Q, consistent with a reduction in senescent cell burden following D + Q treatment (*n* = 9 (7 ♂, 2 ♀)). Nominal *p* value, calculated as two-sided *t*-test, no adjustment since only one gene set was tested. Source data are provided as a Source Data file.

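Among the 104 SenMayo genes tested in the 12 young and 13 old + vehicle-treated mice, 21 were differentially expressed, of which 14 were higher and 7 lower in old mice. Without old + vehicle-treated mouse 16 there were 17, with 9 higher and 8 lower. Adjusted over the list alone, the count was 22, with 15 higher and 7 lower. The median log2 fold change of the 104 genes was 0.09. The largest increases were those of the chemokines Cxcl1, Cxcl2 and Ccl8. Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) had 2.67 ± 1.52 CPM (SD, n = 12) in young and 13.6 ± 7.98 CPM (SD, n = 13) in old + vehicle-treated mice, a log2 fold change of 2.35 (standard error 0.32, edgeR adjusted p = 3.15e-06), and all 13 old mice lay above the young median. The log2 fold change of Cxcl2 (ENSMUSG00000058427) was 2.41 (standard error 0.52, edgeR adjusted p = 0.00105), also with 13 of 13 mice above the young median. That of Cxcl1 (ENSMUSG00000029380) was 2.83 (edgeR adjusted p = 0.00455), but it rested on 1 mouse. Without old + vehicle-treated mouse 16 the value was 0.38 (adjusted p = 0.579). Ccl7 and Ccl2 did not pass without the same mouse either. The log2 fold change of Ccl7 went from 2.16 to 1.04 without it (adjusted p = 0.0594), and that of Ccl2 from 1.74 to 0.87 (adjusted p = 0.069). The largest decreases were those of Wnt16 (log2 fold change -1.14, edgeR adjusted p = 0.00612), Il1a (-1.10, adjusted p = 0.00336) and Mmp2 (-0.82, adjusted p = 0.00568), and for each of them all 13 old mice lay below the young median.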

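None of the 104 SenMayo genes tested was differentially expressed between the 16 old + AP-treated and 13 old + vehicle-treated mice, whether adjusted over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 16 of the 104, a smaller share than the 4620 of all 19292 genes tested. Without old + AP-treated mouse 9 or 10 there were 4 differentially expressed SenMayo genes, and without old + vehicle-treated mouse 2 there were 3. The median log2 fold change of the 104 genes was -0.09. DESeq2 called 2 of them, and 0 when adjusted over the list alone. These were Il1a, which was higher under AP (log2 fold change 0.77, adjusted p = 0.0457), and Jun, which was lower and is named because of this call. In the edgeR model Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) had the same log2 fold change of 0.77 with an adjusted p of 0.0825, and from 0.0448 to 0.211 with each mouse left out in turn. Its level was 1.51 ± 0.458 CPM (SD, n = 13) in old + vehicle-treated mice and 2.56 ± 1.71 CPM (SD, n = 16) in old + AP-treated mice. The fold change of Cxcl1 under AP, -2.05 on the log2 scale (edgeR adjusted p = 0.0681), was 0.39 without old + vehicle-treated mouse 16. For Mmp3 (ENSMUSG00000043613) the log2 fold change was -0.84 (adjusted p = 0.394) with that mouse and 0.72 without it.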

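On PC1 of the SenMayo genes, old + vehicle-treated mice differed from the young by 1.92 units (two-sided permutation test, p = 0.00911, adjusted p = 0.0137 over the 6 comparisons on PC1 and PC2) and old + AP-treated mice by 3.12 units (p = 0.00149, adjusted p = 0.00298). On PC2 the differences were 3.25 units (p = 2e-05, adjusted p = 0.00012) and 2.32 units (p = 0.0002, adjusted p = 0.0006). The old groups did not differ on PC1 (1.20 units, p = 0.193) or on PC2 (-0.932 units, p = 0.213), both with an adjusted p of 0.213. Old + vehicle-treated mouse 16 lay at 8.82 on PC2, and the next highest vehicle-treated mouse, 13, at 1.23. The PC2 differences that involve the vehicle group therefore rest in part on mouse 16, and they were not tested without it. The hull of the old + AP-treated mice covered 25.4% of the area of the hull of the young mice, and that of the old + vehicle-treated mice covered 0%. The difference in cover was within what random regrouping of the old mice gives (two-sided permutation test, p = 0.358), and the measure was chosen after seeing the data. The cover rested on 1 mouse. Without old + AP-treated mouse 27 it was 0% for both old groups, and without young mouse 37 it was 10.5% for the AP-treated mice. The longest loadings on both components were those of Ccl8 (0.346), Mmp3 (0.344), Wnt16 (0.305) and Ccl7 (0.300).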

We further validated the ability of SenMayo to predict senescent cell clearance by examining a human cohort. In a phase I pilot study, the senolytic combination of Dasatinib plus Quercetin (D + Q)^38^ was administered to subjects with diabetic kidney disease for three consecutive days^24,39^. Diabetic kidney disease was chosen as a model in the original trial because both obesity (associated with type 2 diabetes mellitus) and chronic kidney disease are linked to an increase in senescent cell burden^40,41^. We performed RNA-seq from adipose tissue samples obtained from these subjects before and 11 days after D + Q treatment (male: female = 7:2, age: 68.7 [±3.1] years, Fig. 3d)^24,39^. As shown in Fig. 3e, there was a significant reduction in SenMayo (*p* = 0.002) in the subcutaneous adipose tissue samples in the subjects following D + Q treatment, consistent with a reduction in senescent cell burden, which was independently validated by demonstrating reductions in p16^Ink4^+, p21^Cip^+, and SA-βgal+ cells in the adipose tissue biopsy samples following D + Q treatment^24,39^. Thus, these direct interventional studies in mice and humans demonstrate that not only is SenMayo associated with aging, but it is also reduced following clearance of senescent cells.

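For the mice, the direction of each SenMayo gene with age was set beside its direction under AP. Of the 104 genes, 59 moved in opposite directions in old + vehicle-treated against young and in old + AP-treated against old + vehicle-treated mice, and 40 were higher with age and lower under AP. Both comparisons contain the 13 vehicle-treated mice, so that opposite directions arise without any effect of AP. In 100 random divisions of the 29 old mice into groups of the same sizes, the median number of opposite genes was 60. The median number of genes higher with age and lower under AP was 32.5, and 12 of the 100 divisions gave at least 40. Across genes, which are not independent replicates, the differences of both comparisons had a correlation of -0.284, against a median of -0.261 in the random divisions. The leading edges of the 2 enrichments shared 17 genes. Against young mice, the old + AP-treated mice had an NES of 1.20 (nominal p = 0.102), and 16 SenMayo genes were differentially expressed by edgeR's quasi-likelihood test, 8 higher and 8 lower. Adjusted over the list alone there were 21, with 13 higher and 8 lower, and DESeq2 called 20, with 12 higher and 8 lower. The sign of this NES depended on the processing. It was -1.09 on counts normalized on the linear scale and -1.12 without a floor on the SD (p = 0.233 and 0.191). It passed as a positive score on the genes kept by edgeR's filter (1.33, p = 0.0396) and when genes were ranked by log2 fold change (1.37, p = 0.0399). The paper draws its conclusion from the enrichments in these mice and from the human D + Q data together. For clearance itself it cites earlier falls of Cdkn2a and Cdkn1a mRNA in AP-treated mice of this line, with matching changes in other senescence markers. It also gives the principal components of Fig. 3c, fewer p16Ink4a, p21 and SA-βgal positive cells after D + Q, and lower Mif by RT-qPCR.

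**Figure D4:**
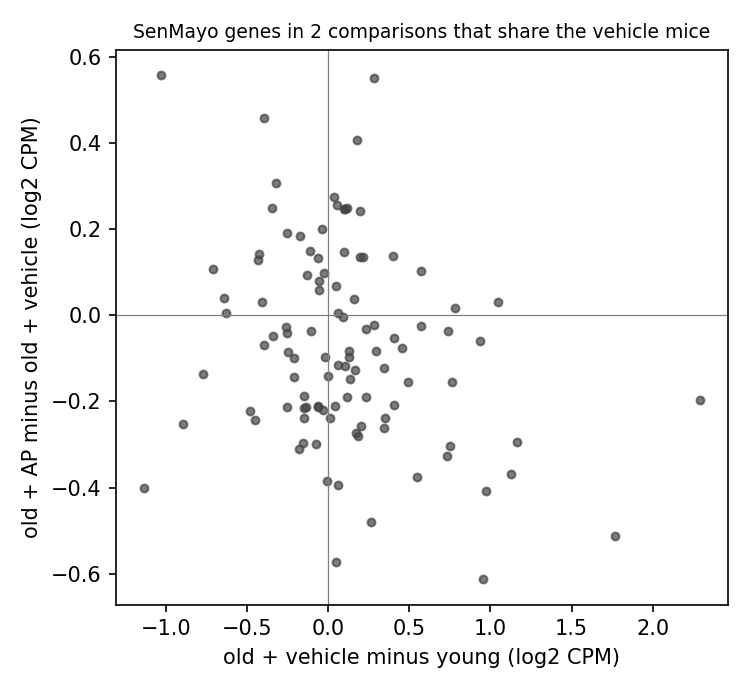
Mean log2 CPM differences of the 104 SenMayo genes, old + vehicle-treated minus young on the horizontal axis and old + AP-treated minus old + vehicle-treated on the vertical axis. Each point is 1 gene. Of the 104 genes, 59 lie in the upper left or lower right part of the plot.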

### SenMayo outperforms existing senescence/SASP gene sets

In addition to directly comparing SenMayo to the R-HSA-2559582 senescence/SASP gene set, we also compared it to five additional senescence/SASP gene sets^42–46^ in all of the mouse and human models described above. As shown in Table 1, SenMayo consistently outperformed these gene sets (based on normalized enrichment scores [NES] and *p* values) both in the ability to identify senescent cells with aging across tissues and species and in demonstrating responses to senescent cell clearance.

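The bone data were also tested with the R-HSA-2559582 gene set. Its mouse list was taken from the fgsea package and can differ from the version the paper used. Of the 69 genes of this list, 61 were matched to the table, and only 1 is shared with SenMayo. In old + vehicle-treated against young mice the NES of this list was 1.33 (nominal p = 0.049). In old + AP-treated against old + vehicle-treated mice its NES was -1.60 (nominal p = 0.00785), further from 0 than that of SenMayo in the same comparison, though the difference between both sets was not tested. In old + AP-treated against young mice it was -0.847 (nominal p = 0.763). The age result was the less stable one. On the genes kept by edgeR's filter it was 1.02 (p = 0.433), and with each of the 25 mice left out in turn it ranged from 1.25 to 1.45, with a nominal p under 0.05 in 7 of the 25 fits. Under AP it ranged from -1.76 to -1.40 over 29 such fits, with a nominal p under 0.05 in all 29. By camera, however, p was 0.92 for age and 0.756 for AP, over the 48 genes of the set that were tested, and with permuted mouse labels p was 0.319 and 0.145. The other gene sets of Table 1 were not analysed here.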

**Table 1:** Comparison of SenMayo with six existing senescence/SASP gene sets

	Human aging				Mouse aging								Mouse genetic clearance of senescent cells				Human pharmacological clearance of senescent cells	
	Cohort A		Cohort B		Microglia		Prefrontal cortex		Dorsal hippocampus		Bone marrow		Mouse INK-ATTAC (old vs young)		Mouse INK-ATTAC (old, vehicle vs AP)		Adipose (Control vs D + Q)	
	NES	*p* value	NES	*p* value	NES	*p* value	NES	*p* value	NES	*p* value	NES	*p* value	NES	*p* value	NES	*p* value	NES	*p* value
R-HSA-2559582	1.1075	0.2826	0.6780	0.9278	1.1794	0.1565	−1.2467	0.1169	1.2117	0.1916	0.9200	0.6043	1.4235	0.0326	1.0006	0.4442	1.1176	0.2356
Casella_up	1.0089	0.4748	0.6970	0.8885	0.9737	0.4790	0.9537	0.5209	1.3949	0.0593	0.8874	0.6339	−1.0861	0.3168	0.6865	0.9627	−0.7959	0.8344
Purcell	0.9329	0.5944	0.9585	0.5093	1.5120	0.0178	1.1731	0.2304	1.8117	0.0000	1.5224	0.0419	1.3894	0.0778	−0.7300	0.8874	0.9132	0.5852
Hernandez	0.7849	0.7771	0.7846	0.7802	0.7146	0.9461	0.8662	0.6710	−0.8100	0.7650	−0.5778	0.9789	1.2513	0.1718	1.4796	0.0266	0.9476	0.5266
Fridman_up	1.4249	0.0169	1.5407	0.0174	1.4397	0.0206	0.9639	0.5449	1.7482	0.0000	1.6100	0.0163	1.0762	0.3145	1.3413	0.0347	1.4187	0.0122
Sencan	−0.8460	0.9362	0.8038	0.8235	0.8674	0.8144	1.0328	0.4006	1.5302	0.0011	0.7247	0.8667	0.8838	0.7312	−1.0674	0.3182	0.8643	0.8983
SenMayo	1.5122	0.0023	1.4982	0.0031	1.4624	0.0052	1.6098	0.0013	1.8501	0.0000	1.5100	0.0362	1.5042	0.0023	1.4586	0.0054	1.4856	0.0020

Note that in GSEA analyses, *p* values < 0.25 are considered potentially significant, although we also identified *p* values <0.05 and <0.01 (NES, normalized Enrichment Score). Nominal *p* value, calculated as two-sided t-test, no adjustment since only one gene set was tested.

### SenMayo identifies senescent cells in scRNA-seq datasets

Although scRNA-Seq provides important information regarding changes in gene expression at the individual cell level, it has been problematic for evaluating cellular senescence in a given cell. In part, this is because the *Cdkn2a/p16*^*Ink4a*^ mRNA is expressed at relatively low levels, even in senescent cells^47^, and may not be reliably detected in scRNA-seq data. Although *Cdkn1a/p21*^*Cip1*^ is generally expressed at higher levels in RNA-seq data, presence or absence of *Cdkn1a/p21*^*Cip1*^ also may not consistently identify a senescent cell^44^. As such, having validated SenMayo as being associated with cellular senescence in the context of aging, we next tested whether it could identify senescent cells at the single cell level. To evaluate this first for hematopoietic cells, we analyzed publicly available single cell bone marrow datasets from 20 healthy donors across a broad age range (24–84 years)^48^ and evaluated 68,478 hematopoietic cells for expression of the SenMayo gene set (GSE120446)^48^, Fig. 4a (the key genes for clustering are demonstrated in Supplementary Fig. 3a).

**Fig. 4:**
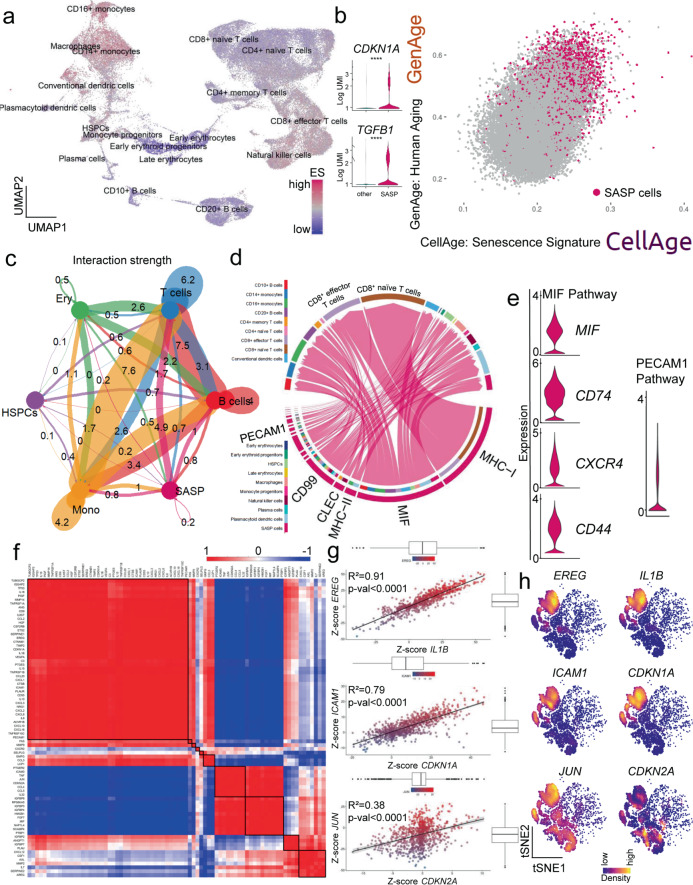
SASP-associated hematopoietic cells in human bone marrow are mainly of monocytic origin and communicate via the MIF pathway. **a** Using a previously published scRNA-seq dataset from human bone marrow (GSE120446^48^, *n* = 68,478 cells), we performed GSEA at the single cell level to uncover cells responsible for senescence/SASP-associated gene expression. The highest enrichment score (ES) for the SenMayo gene set (purple) occurred within the CD14^+^ and CD16^+^ monocytic cell cluster, represented in a Uniform Manifold Approximation and Projection (UMAP). We selected the top 10% of senescence/SASP-expressing cells to form the “SASP cells” (*n* = 6850 cells) cluster displaying an (**b**) independent enrichment of canonical senescence genes including *CDKN1A/p21*^*CIP1*^ and *TGFB1* and which was likewise enriched for two aging signatures (GenAge: genes associated with aging in model organisms;^49^ and CellAge: positively regulated genes associated with aging in human cells (SASP cells are marked purple). *T*-test with adjustment for multiple testing according to the hurdle model from MAST package (*CDKN1A*: *p* < 0.0001; *TGFB1:* *p* < 0.0001). **c** The SASP cells showed the highest interaction strength with T cells in the bone marrow, the numbers represent the relative interaction strength as sum of interaction weights. Edge weights are proportional to interaction strength, and a thicker line refers to a stronger signal ^52^; **d** Among the interaction targets of SASP cells, T cells were predominantly targeted via the MHC-I, MIF, and PECAM1 pathways; **e** Members of the MIF and PECAM1 signaling pathways showed high expression patterns within the SASP population; **f** SASP cells were characterized by distinct co-expression patterns predicting functional clusters (e.g., *JUN* and *CDKN2A*), potentially overcoming difficulties of low expression of specific senescence-associated genes such as *CDKN2A/P16*^*ink4A*^. These strong indicators of co-expression were mathematically isolated by z-scores (Spearman correlation) (**g**) and spatially summarized (**h**) in sub-cell populations within the SASP cluster, as indicated by kernel gene-weighted density estimation in a t-distributed Stochastic Neighbor Embedding (tSNE) representation (*EREG*–*IL1B*: *p* < 0.0001, *ICAM1*–*CDKN1A*: *p* < 0.0001, *JUN*–*CDKN2A*: *p* < 0.0001). ****p < 0.0001, *n* = 22 (10 ♂, 12 ♀). The error bands show a confidence interval level of 0.95. Boxplot minimum is the smallest value within 1.5 times interquartile range below 25th percentile, maximum is the largest value within 1.5 times interquartile range above 75th percentile. Centre is the 50th percentile (median), box bounds 25th and 75th percentile. Source data are provided as a Source Data file.

This analysis detected multiple cellular clusters that were more highly enriched than others for senescence/SASP genes, *i.e*., had higher enrichment scores (ES). These high ES clusters included CD14^+^ and CD16^+^ monocytes as well as macrophages (Fig. 4a, Supplementary Fig. 3b). By selecting the top 10% of cells with the highest expression of senescence/SASP-associated genes, we generated a cluster of cells, consisting of 6,850 cells, predominantly of monocytic origin (referred to as “SASP cells” in Fig. 4b). These SASP cells showed an increase in canonical markers of senescence such as *CDKN1A/p21*^*Cip1*^ and *TGFB1*, which are independent and not included in the SenMayo gene set, as well as enrichment of previously published gene sets indicative of human^49^ and cellular aging^50^ (Table 2). Visually, the SASP cells had a high correlation with genes in two established aging gene sets (GenAge and positively regulated in CellAge, Fig. 4b; the geneset-to-geneset comparison is shown in Supplementary Fig. 3c, d). To further elucidate the replicative state of these cells, we compared their cell cycle state with the other clusters. A shift towards the G1 phase occurred within the SASP cells (Supplementary Fig. 3e), consistent with replicative arrest. This finding was supported by cell cycle arrest gene enrichment within the SASP cells (Supplementary Fig. 3f). In addition, pseudotime analysis (Supplementary Fig. 3g, left panel), which permits elucidation of the temporal gene expression pattern of a specific cell type, revealed an increase in SASP cells over time (representing differentiation), particularly in CD14^+^ monocytes, CD16^+^ monocytes, and macrophages (Supplementary Fig. 3g, middle panel).

**Table 2:** Top 20 significantly upregulated genes in the human and murine SASP clusters. Multiple *t*-test with Benjamini–Hochberg adjustment

Gene	avg_log2FC	Adj. *p* value
Human		
* S100A9*	*1.974317678*	*0*
* CXCL8*	*1.817775253*	*0*
* CST3*	*1.813835295*	*0*
* TYROBP*	*1.742773952*	*0*
* LST1*	*1.704456515*	*0*
* FCN1*	*1.704148119*	*0*
* FCER1G*	*1.698071186*	*0*
* LYZ*	*1.695879021*	*0*
* CCL3*	*1.68109761*	*0*
* S100A8*	*1.639167524*	*0*
* CTSS*	*1.605107533*	*0*
* AIF1*	*1.537560282*	*0*
* S100A12*	*1.501013381*	*0*
* SAT1*	*1.475740324*	*0*
* G0S2*	*1.471768259*	*0*
* S100A11*	*1.426583167*	*0*
* PSAP*	*1.412156019*	*0*
* NEAT1*	*1.402008889*	*0*
* CSTA*	*1.346171061*	*0*
* SERPINA1*	*1.343012763*	*0*
Murine		
* Ccl2*	*1.385385456*	*4.4042E-274*
* Cxcl14*	*1.348765531*	*0*
* Cxcl12*	*1.348099221*	*0*
* Hp*	*1.32967138*	*2.6772E-298*
* Trf*	*1.32483506*	*6.8972E-280*
* Serping1*	*1.304871038*	*0*
* Mt1*	*1.294617837*	*0*
* Tmem176b*	*1.238330075*	*0*
* Mt2*	*1.224158694*	*0*
* Igfbp4*	*1.210905773*	*0*
* Grem1*	*1.207056724*	*0*
* Cd302*	*1.195220747*	*0*
* Apoe*	*1.163062993*	*0*
* Msmp*	*1.16240244*	*3.2104E-194*
* Adipoq*	*1.140888365*	*7.4114E-283*
* Cyr61*	*1.136426625*	*0*
* Gas6*	*1.110474329*	*0*
* Mmp13*	*1.095488296*	*0*
* Tmem176a*	*1.087765581*	*0*
* sCol3a1*	*1.082720154*	*1.1707E-254*

In addition to intracellular signaling pathways differentially regulated in SASP-secreting cells, these cells have been demonstrated to affect surrounding cells^13,51^. To explore these intercellular interactions, we evaluated potential ligand-receptor interactions and secretion patterns based on underlying gene expression levels in different hematopoietic cell types in human bone marrow^52^. The strongest interaction of SASP cells was found with T cells, followed by monocytic cells and B cells (Fig. 4c). Among the affected pathways, the major histocompatibility complex class I (MHC-I), Macrophage Migration Inhibitory Factor (MIF), and Platelet And Endothelial Cell Adhesion Molecule 1 (PECAM1, CD31) pathways were most highly enriched (Fig. 4d, e, Supplementary Fig. 4a, b). Of note, in the pseudotime analysis described above, *MIF* expression also increased markedly in terminally differentiated CD14^+^ and CD16^+^ monocytes and macrophages and SASP cells (Supplementary Fig. 3g, right panel). Moreover, MIF pathway members including *CD74*, *CXCR4*, and *CD44* had overall high expression in SASP cells (Fig. 4e). Compared to other cell types, the overall outgoing interaction strength of SASP cells was remarkably high (Supplementary Fig. 5a). Besides their importance as senders, mediators, and influencers (defined by signalling network analysis using centrality measures; for details see^52,53^, Supplementary Fig. 5b, c), SASP cells displayed a substantial incoming signaling pattern dominated by the MIF, ANNEXIN, CD45, IGGB2, MHC-I, MHC-II, and PECAM1 pathways (Supplementary Fig. 5d). Within these SASP cells, the strongest direct receptor-ligand MIF interaction between the ligand CD74 and the receptor CD44 was mainly detected in other monocytic cells, while the MIF interaction via the ligand CD74 and receptor CXCR4 pair was significant for SASP to CD10^+^ B and CD20^+^ B cells as well as plasmacytoid dendric cells. The PECAM1 pathway targeted plasma cells and CD16^+^ monocytes (Supplementary Fig. 5e).

Further analysis revealed that the SASP cells were characterized by distinct patterns of co-expression out of which several markers were found to be strongly associated with each other (Fig. 4f–g)––e.g., *EREG/IL1B, ICAM1/CDKN1A*, and *JUN/CDKN2A*. Out of the 125 genes within the SenMayo panel, some were consistently upregulated (red in Fig. 4f), while others were simultaneously downregulated (blue in Fig. 4f). After we found that some of the “canonical” SASP markers such as *EREG/IL1B* and SASP/senescence markers such as *ICAM1/CDKN1A* showed high concordance in their cell-wise expression patterns, we aimed to find surrogate genes for certain low-expressed genes––e.g. *CDKN2A/p16*^*Ink4a*^. Within the SASP cluster, we found a strong correlation between *JUN* and *CDKN2A/p16*^*Ink4a*^ expression, which represents a potential approach to overcome the challenge of low *CDKN2A/p16*^*Ink4a*^ expression in sequencing datasets. To independently confirm these correlations, we depicted these genes in a pairwise fashion with kernel density estimation within the SASP cell clusters (Fig. 4h), where the overall SASP cells are in blue and the red/yellow colors indicate higher levels of expression within the SASP cells of each gene^47^. These analyses thus demonstrate the validity of the SenMayo gene set in a human bone marrow scRNA-seq dataset and identify monocytic cells as the hematopoietic cell population with the highest proportion of SASP-associated cells.

To further test SenMayo in single cell datasets and potentially contrast bone marrow hematopoietic cells to bone/bone marrow mesenchymal cells, we next evaluated a published murine dataset that contained scRNA-seq data from bone and bone marrow mesenchymal cells (GSE128423^54^, Fig. 5a, *n* = 35,368 cells; the key genes for clustering are demonstrated in Supplementary Fig. 6a). We detected a heterogenous distribution of highly enriched cells for SenMayo (“SASP cells”, *n* = 3537), which likewise were enriched in both GenAge and CellAge (Fig. 5b, Supplementary Fig. 6b, c), canonical markers of senescence (*Cdkn1a/p21*^*Cip1*^ and *Tgfb1*, Fig. 5b) and was primarily comprised of cells from the osteolineage (OLC1 and 2) as well as leptin receptor-positive (Lepr^+^) MSC cluster (Supplementary Fig. 7a shows the fraction of the original clusters that were subsequently assigned to the newly created SASP cluster and Supplementary Fig. 4b indicates the percentage of cells within each cluster that were in the top 10% of cells enriched for SenMayo genes). Interestingly, 21% of osteolineage cells (24% in OLC 1 and 18% in OLC2) had the highest enrichment for SASP factors (Supplementary Fig. 7b). Similar to the human hematopoietic bone marrow dataset, murine bone/bone marrow mesenchymal SASP cells displayed a shift in cell cycle phase to the G1 phase (Supplementary Fig. 7c). This was confirmed by gene ontology analysis revealing enrichment of senescence- and cell cycle arrest-associated genes in these cell clusters (Supplementary Fig. 7d). The murine mesenchymal SASP cells were characterized by a high interaction with osteolineage and chondrocytic cells (Fig. 5c), with the MIF and PECAM1 pathways again among those significantly enriched, where these cells mostly acted as senders and influencers (Fig. 5d, Supplementary Fig. 7e). Notably, SASP cells had one of the highest outgoing interaction strengths (Supplementary Fig. 7f). A direct communication of these mesenchymal SASP cells mostly appeared in the MIF pathway (via L/R Mif/Ackr3) with chondrocytic cells and mineralizing osteocytes (Supplementary Fig. 7g). Interestingly, and as predicted from the human RNA-seq data (Fig. 1b, Supplementary Fig. 1), a major regulator of the SASP cells was the transcription factor BCL3, a key transcriptional coactivator for NFkB^31^ (Supplementary Fig. 8a, b).

**Fig. 5:**
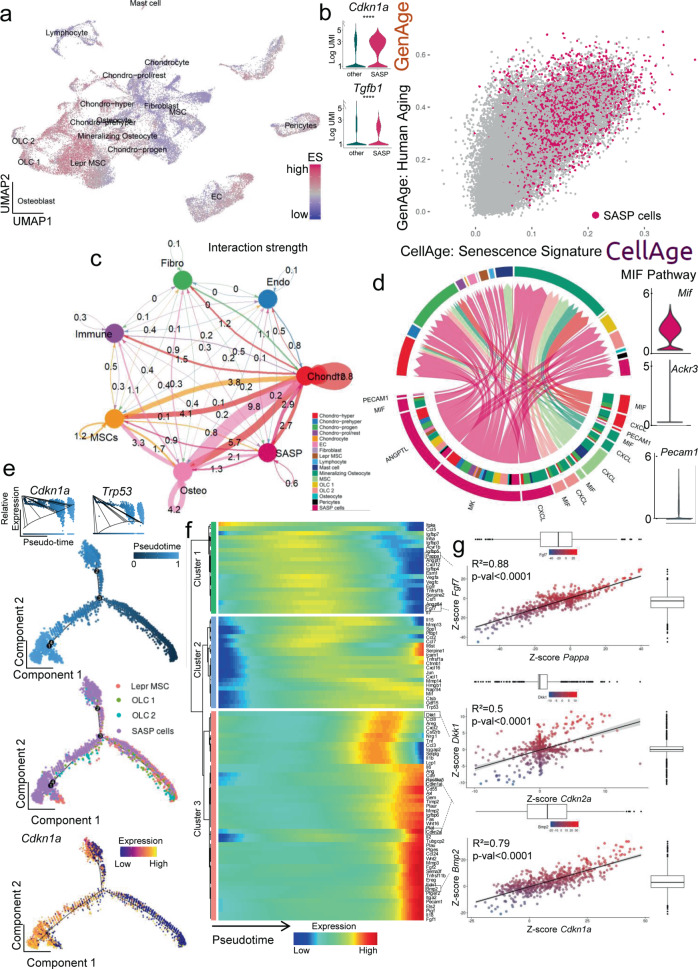
In murine bone and bone marrow mesenchymal cells, osteolineage cells constitute the largest proportion of SASP cells and communicate with osteolineage and chondrocytic cells via the MIF and PECAM1 pathways and show characteristics of terminal differentiation. **a** We analyzed a publicly available murine bone and bone marrow gene set (GSE128423^54^), and enriched 35,368 cells for the SenMayo gene set; **b** The top 10% senescence/SASP gene-expressing cells (*n* = 3537) were assigned to the “SASP cells” cluster. They displayed an increase in canonical markers of senescence including *Cdkn1a/p21*^*Cip1*^ and *Tgfb1*, and were enriched in the GenAge and CellAge gene sets (GenAge, CellAge^49^); *T*-test with adjustment for multiple testing according to the hurdle model from MAST package (*Cdkn1a*: *p* < 0.0001, Tgfb1: *p* < 0.0001). **c** The strongest interaction of the SASP cells was narrowed down to chondrocytic cells, while the osteolineage cells were another important crosstalk neighbor, the numbers represent the relative interaction strength as sum of interaction weights. Edge weights are proportional to interaction strength, and a thicker line refers to a stronger signal^52^. Two-sided unpaired *t*-test except for CCL2 in Cohort A: Kolmogorov–Smirnov test. **d** Outgoing interaction patterns of SASP cells (pink, left bottom quarter) indicated the importance of several signaling pathways that resulted in a significant enrichment of Mk, Angptl, Mif and Pecam1; (**e**) In pseudotime, the SASP cluster was most abundant in the terminal branches, and overexpressed Cdkn1a/p21^Cip1^ in terminal states (top-left inlay: the solid line represents the expression values as a function of pseudotime-progress, bottom red color on the left, terminal branch); **f** In their terminal differentiation, the SASP cluster was enriched in several factors, out of which distinct co-expressional patterns were extracted (Spearman correlation); **g** While the terminal differentiation was marked by a simultaneous loss of Pappa and Fgf7 (cluster 1, green in **f**), a significant correlation of Dkk1 with Cdkn2a/p16^Ink41^, likewise Bmp2 and Cdkn1a/p21^Cip1^, was mathematically predicted (cluster 2, pink in f). Fgf7–Pappa: *p* < 0.0001, Dkk1–Cdkn2a: *p* < 0.0001, Bmp2–Cdkn1a: *p* < 0.0001. ****p < 0.0001, *n* = 8 (4 bone, 4 bone marrow, all male). Depicted are mean ± SEM. The error bands show a confidence interval level of 0.95. Boxplot minimum is the smallest value within 1.5 times interquartile range below 25th percentile, maximum is the largest value within 1.5 times interquartile range above 75th percentile. Centre is the 50th percentile (median), box bounds 25th and 75th percentile. Source data are provided as a Source Data file.

The three main origins for the SASP cluster (namely Lepr^+^ MSCs, OLC 1, and OLC 2), as depicted in pseudotime, demonstrated that the SASP cells accumulated in a terminal developmental branch, coinciding with increased *Cdkn1a/p21*^*Cip1*^ and *Trp53* expression (Fig. 5e, Supplementary Fig. 9a, b). Further analysis of these pseudotime expression patterns showed that certain genes followed defined modules (green, blue, and red in Fig. 5f), which then formed co-expressional patterns (Supplementary Fig. 10a). Within the SASP cluster, these co-expressional patterns could be imaged at an individual cell level, predicting genes of similar abundance within some cells (Fig. 5g). For example, while *Pappa* and *Fgf7* were simultaneously downregulated in terminally differentiated stages (Fig. 5f, blue color in the green cluster, Fig. 5g top), they were part of a modular cluster (Supplementary Fig. 10a, black boxes on the left, fifth square from above). We also performed kernel-weighed density estimation (Supplementary Fig. 10b), confirming our results that *Fgf7* and *Pappa* were co-expressed in the SASP cells. Likewise, *Dkk1* and *Cdkn2a/p16*^*Ink4a*^ displayed the mathematically predicted comparable expression patterns in kernel-weighed density, displayed in tSNE, as did *Bmp2* and *Cdkn1a/p21*^*Cip1*^ (Fig. 5g, Supplementary Fig. 10b).

### Further experimental validation of in silico analyses

The above analyses of both hematopoietic and mesenchymal scRNA-seq data pointed to *Mif* as a key SASP gene that should increase with senescent cell burden and be reduced following clearance of senescent cells. Thus, as a final validation of our in silico analyses, we examined *Mif* mRNA levels by RT-qPCR in our mouse models and found that as predicted, *Mif* mRNA levels were increased in the bones from old compared to young mice (Fig. 6a) and were significantly reduced following the genetic clearance of senescent cells with AP in old *INK-ATTAC* mice (Fig. 6b).

**Fig. 6:**
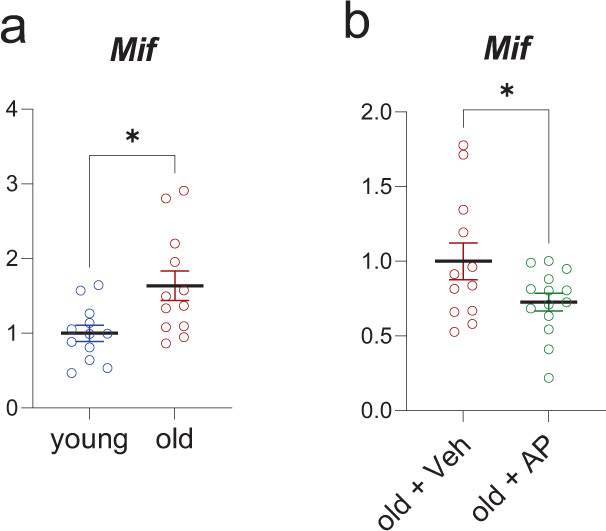
The in silico predicted importance of the Mif pathway is reflected in the aged INK-ATTAC mouse model. **a** We compared young (*n* = 12) and old vehicle-treated mice (*n* = 13), and old mice treated with AP (*n* = 16). **a** Upregulation of *Mif* was confirmed by RT-qPCR (*n* = 24 young (12 Veh, 12 old (all female), *p* = 0.0102)); **b** The clearance of senescent cells in the aged cohort by AP treatment reduced this *Mif* expression (*n* = 26 old [12 Veh, 14 AP, all female], *p* = 0.0459). *p < 0.05. Two-sided unpaired *t*-tests. Source data are provided as a Source Data file.

## Discussion

The identification and characterization of senescent cells, particularly in bulk or scRNA-seq data, has been problematic for a number of reasons, including variable detection of low levels of the *Cdkn2a/p16*^*Ink4a*^ transcript even in senescent cells^47^ and the lack of a consistent gene panel that can reliably identify these cells. Thus, we generated a gene set (SenMayo) consisting of 125 previously identified senescence/SASP-associated factors and first validated it in bone biopsy samples from two human cohorts consisting of young vs elderly women^27,28^. Importantly, to establish this as a senescence, rather than just “aging” gene set, we demonstrated that clearance of senescent cells in mice and in humans resulted in significant reductions of SenMayo. Using publicly available RNA-seq data, we demonstrated applicability across tissues and species and also found that SenMayo performed better than six existing senescence/SASP gene panels^14,42–46^. We next applied SenMayo to publicly available bone marrow/bone scRNA-seq data and successfully characterized hematopoietic and mesenchymal cells expressing high levels of senescence/SASP markers at the single cell level, demonstrated co-expression (where feasible) with the key senescence genes, *Cdkn2a/p16*^*Ink4a*^ and *Cdkn1a/p21*^*Cip1*^, and analyzed intercellular communication patterns of senescent cells with other cells in their microenvironment. Based on these analyses, we found that senescent hematopoietic and mesenchymal cells communicated with other cells through common pathways, including the Macrophage Migration Inhibitory Factor (MIF) pathway, which has been implicated not only in inflammation but also in immune evasion, an important property of senescent cells^55^. Finally, as a key validation of our in silico analyses, we then examined *Mif* mRNA levels by RT-qPCR in our mouse models and found that as predicted, *Mif* mRNA levels were increased in bones from old compared to young mice and were significantly reduced following the genetic clearance of senescent cells in the old mice.

The heterogeneous composition of the SASP, which consists of a multitude of growth factors, chemokines, cytokines, and matrix-degrading proteins, has been experimentally verified using various in vitro systems to induce cell stress, in vivo using multiple pre-clinical animal models of aging and disease, and has been linked to several pathophysiological conditions in humans as well as clinical outcomes^56,57^. In the current study, we were able to group these factors into 9 distinct clusters to form tightly connected networks with distinct key molecules. The importance of these and other SASP factors has been verified in multiple biological contexts^58–65^. Interestingly, the control of the SASP itself by RELA/p65, which we detected in two sequencing datasets of aging women, has recently been experimentally verified in U2OS osteosarcoma cells^66^.

Transcriptome-wide state-of-the-art technologies such as scRNA-seq will help shape our understanding of not just aging, but also therapeutics that potentially target fundamental mechanisms of aging, such as senolytics. As noted earlier, a confounder in these analyses is the generally low expression of the canonical marker of senescence, *Cdkn2a/p16*^*Ink4a*^, which is clearly detectable by RT-qPCR in the setting of aging, but poses challenges when using transcriptome-wide approaches^47^. Hence, we propose a species-specific co-expression analysis with *JUN* (*Homo sapiens*) or *Dkk1* (*Mus musculus*), based on modules of comparable expression to address this challenge. To our knowledge, we for the first time leveraged publicly available single cell datasets to enrich for a senescence/SASP gene set. Since we did not include commonly used senescence-markers (*Cdkn2a/p16*^*Ink4a*^, *Cdkn1a/p21*^*Cip1*^) in the SenMayo panel, we were still able to rely on them to confirm a senescent cell state. Additional verification included a shift in the cell cycle phase to G1, as senescence prevents cells from proceeding to the S or M phases^41,61,67^. With *Cdkn1a/p21*^*Cip1*^ being expressed at relatively higher levels, we were able to verify a senescent status of SASP cells, confirming our approach to identify single cells expressing high levels of SenMayo genes as being senescent.

The use of pseudotime in scRNA-seq datasets to predict age-associated changes and fate commitment has been demonstrated previously in muscle stem cells (MuSCs) and fibro-adipose progenitors (FAPs)^68^. These analyses pointed to the importance of TGF-β signaling, but without specifically focusing on age-related expression changes. By contrast, we used pseudotime analyses to establish an innovative approach to identify age-dependent transcriptional changes in senescence/SASP genes distinct from *Cdkn2a/p16*^*Ink4a*^ and *Cdkn1a/p21*^*Cip1*^.

Using a z-score based probabilistic model with pairwise correlations (bigSCale^69^) to construct transcriptional networks, several groups have successfully established the use of within-cell networks in single cell datasets^25,70^ and we made use of this approach to define senescence modules of similar expression. With overall agreement between pseudotime, network analyses, and direct pairwise z-score prediction, we overcame the downside of normalized expression, and a z-score predicted space allowed us to assign clusters and spatially depict them within cellular aggregates. These modules may serve as sources for senescent markers and pathways^71^.

As noted earlier, the MIF pathway emerged as a key intercellular communication pathway used by both hematopoietic and mesenchymal cells in bone marrow expressing high levels of senescence/SASP genes. This is perhaps not surprising given the importance of MIF as a pro-inflammatory cytokine, inhibitor of p53, and positive regulator of NF-κB^72^. MIF appears to be pivotal for cellular senescence, aging, and joint inflammation; however, its presence has been associated with a beneficial effect on the healthy lung and in MSCs^73–78^. Of note, recent evidence indicates an important role for MIF signaling in immune evasion by tumors^79^ and parasites^80^, raising the possibility that increased MIF expression by multiple senescent cell types may play a role in the ability of senescent cells to resist immune clearance, particularly with aging^55^, and this possibility warrants further study. Importantly, we also used *Mif* expression to validate our in silico predictions based on the scRNA-seq analyses, and confirmed both an increase in *Mif* expression with aging in murine bone as well as a reduction in *Mif* mRNA levels following genetic clearance of senescent cells.

The development and validation of SenMayo, as demonstrated here, may be particularly timely in the context of the recent establishment of a major NIH Common Fund consortium to map senescent cells (SenNET, https://sennetconsortium.org/). The goal of this program is to “comprehensively identify and characterize the differences in senescent cells across the body, across various states of human health, and across the lifespan.” The application of SenMayo to bulk or scRNA-seq data from SenNET should greatly facilitate this goal and could provide a standardized gene set that is used across the multiple sites involved in this consortium.

In summary, our studies contribute a novel gene set (SenMayo) that increases with aging across tissues and species, is responsive to senescent cell clearance, and can be used both in bulk and scRNA-seq analyses to identify cells expressing high levels of senescence/SASP genes. This gene set also has potential utility in the clinical evaluation of senescent cell burden and for studies of senolytic therapies. In addition, SenMayo circumvents current limitations in the transcriptional identification of senescent cells at the single cell level, thereby allowing for detailed analyses (e.g. pseudotime, intercellular signaling) that will facilitate better characterization of these cells in future studies.

## Methods

All research complies with the Declaration of Helsinki, and the study protocols were approved by the the Mayo Clinic Institutional Review Board. All subjects provided written, informed consent prior to enrolling in the studies. In order to protect participant privacy, we only provide composite data (e.g., mean ± SD for age) and individual data is entirely anonymized (i.e., does not include the sex or age of the individual participant).

### Generation of SenMayo

Our own GSEA gene set for senescence-associated genes was generated by combining genes that had been reported in previous studies to be enriched in senescent and/or SASP-secreting cells and experimentally verified in at least human or mouse cells. We screened 1,656 studies, but following removal of studies reporting duplicates, case reports, and non-human or non-murine genes, formulated a list of 15 studies from which we identified 125 genes that constituted SenMayo (Supplementary Data 1^18,26,50,57,63,81–90^). Note that we intentionally did not include *CDKN2A/p16*^*Ink*^ or *CDKN1A/p21*^*Cip1*^ in SenMayo as we used these genes, in part, to validate our senescence/SASP gene set. Likewise, and to not bias the subsequent analyses towards NF-κB-dependent SASP members, we excluded key regulatory factors like RELA and NF-κB1.

*RNA-seq*. Transcriptome-wide gene expression data from two independent cohorts of young and older postmenopausal women previously studied by our group (Cohort A, young [n = 19, 30.3 ± 5.4 years] and postmenopausal [*n* = 19, 73.1 ± 6.6 years]; and cohort B, young [*n* = 15, 30.9 ± 4.0 years] and postmenopausal [n = 15, 68.7 ± 4.8 years]) as well as 9 diabetic kidney disease patients (7 male, 2 female, 68.7 ± 3.1 years) were analyzed from three previous studies performed by our group (GSE141595: NCT02554695, GSE72815: NCT02349113:^24,39^, NCT02848131)^27,28^. This was an open label Phase 1 pilot study^24^, in which three days of oral dasatinib (100 mg/day) and quercetin (1000 mg/day) were administered to patients with diabetic kidney disease (ClinicalTrials.gov NCT02848131). Written, informed consent was obtained from all study participants. The primary outcome was a change in proportion of senescent cells present, and SenMayo is part of an exploratory analysis. Note that because this was a pilot, “proof-of-concept” study that was the first of its kind to use dasatinib+quercetin in humans, the investigators believed that an interim analysis to define potential efficacy of dasatinib+quercetin in humans was justified; indeed, plans for an interim analysis were included in the original protocol. From these subjects, we analyzed adipose tissue biopsies taken before and 11 days after completing the senolytic treatment. All human studies were approved by the Mayo Clinic Institutional Review Board and written informed consent was obtained from all participants. RNA was isolated from whole bone biopsies (which included bone and bone marrow cells, Cohort A)^27^ as well as bone biopsies that were processed to remove bone marrow and bone surface cells and were thus highly enriched for osteocytes (Cohort B)^28^, and adipose tissue, 2–5 cm inferior to the navel (for details, see^39^). Subcutaneous adipose tissue was obtained by an elliptical incisional biopsy at a point to the right or left, and 2–5 cm inferior to the navel^24,39^. Sequencing was performed on a HiSeq2000 (Illumina^®^), fastq files were mapped to the human reference genome hg19, and analysis was performed as previously described^27,28^. Significantly differentially regulated genes were selected by a Benjamini–Hochberg adjusted *p* value <0.05 and log_2_-fold changes above 0.5 or below −0.5. Gene Set Enrichment Analysis (GSEA^32,91^) was performed with default settings (1000 permutations for gene sets, Signal2Noise metric for ranking genes). The network analysis was conducted with Cytoscape 3.8.2 and the plugin iRegulon^30,92^. For mRNA-seq of murine material, tibiae were centrifuged as noted above to remove bone marrow elements and then were immediately homogenized in QIAzol Lysis Reagent (QIAGEN, Valencia, CA) and stored at −80 °C, until the time of RNA extraction. RNA-sequencing was performed on a HiSeq2000 (Illumina^®^), fastq files were mapped to the murine reference genome mm10, and analysis was performed as previously described^27,28^. An example of the code used for RNA-seq can be found in the provided R notebook (Methods: GSE72815_YOE_Notebook.txt).

### Mouse strains and drug treatments

All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC), and all experiments were performed in accordance with IACUC guidelines. Mice were housed in ventilated cages in a pathogen-free facility (12-hour light/dark cycle, 23 °C) and had access to food (standard mouse diet, Lab Diet 5053, St. Louis, MO) and water *ad libitum*. Mouse experiments for a genetic targeting approach of senescent cells have been described by our group earlier^37^. Briefly, old (20 months) female mice were injected intraperitoneally with vehicle (4% of 100% EtOH, 10%PEG400, 86% of 2% Tween 20 in deionized Water) or AP20187 (B/B homodimerizer, Clontech; 10 mg of AP20187 *per* kg body mass) twice weekly at the age of 20 months for a total of 4 months (old mice were sacrificed at 24 months of age). In addition, young (6-month) *INK-ATTAC* mice were used as a control comparison cohort.

### Quantitative real-time polymerase chain reaction (RT-qPCR) analysis

For bone analyses, tibiae were centrifuged to remove marrow elements and then immediately homogenized in QIAzol Lysis Reagent (QIAGEN, Valencia, CA) and stored at −80 °C. Subsequent RNA extraction, cDNA synthesis, and targeted gene expression measurements of mRNA levels by RT-qPCR were performed^93^ Total RNA was extracted according to the manufacturer’s instructions using QIAzol Lysis Reagent. Purification with RNeasy Mini Columns (QIAGEN, Valencia, CA) was subsequently performed. On-column RNase-free DNase solution (QIAGEN, Valencia, CA) was applied to degrade contaminating genomic DNA. RNA quantity was assessed with Nanodrop spectrophotometry (Thermo Fisher Scientific, Wilmington, DE). Standard reverse transcriptase was performed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems by Life Technologies, Foster City, CA). Transcript mRNA levels were determined by RT-qPCR on the ABI Prism 7900HT Real Time System (Applied Biosystems, Carlsbad, CA) using SYBR green (Qiagen, Valencia, CA). The mouse forward primer sequence (5ʹ−3ʹ) for *Mif* was: 5ʹ-GCCACCATGCCTATGTTCATC-3ʹ and Reverse Primer Sequence 5ʹ-GGGTGAGCTCCGACAGAAAC-3ʹ. RNA was normalized using two reference genes (*Actb* [forward: 5ʹ-AATCGTGCGTGACATCAAAGAG-3ʹ, reverse: 5ʹ-GCCATCTCCTGCTCGAAGTC-3ʹ], *Gapdh* [forward: 5ʹ-GACCTGACCTGCCGTCTAGAAA-3ʹ, reverse: 5ʹ-CCTGCTTCACCACCTTCTTGA-3ʹ]) from which the most stable housekeeping gene was determined by the geNorm algorithm. For each sample, the median cycle threshold (Ct) of each gene (run in triplicate) was normalized to the geometric mean of the median Ct of the most stable reference gene. The delta Ct for each gene was used to calculate the relative mRNA expression changes for each sample. Genes with Ct values >35 were considered not expressed (NE), as done previously^94^.

### Single-cell RNA-seq (scRNA-seq) analysis

Transcriptome-wide analysis of human bone marrow mononuclear cells at a single cell level was based on a previously published dataset^48^. Here, bone marrow was isolated from healthy female (*n* = 10) and male (*n* = 10) donors (50.6 ± 14.9 years) and droplet-based scRNA-seq was performed. A minimum sequencing depth of 50,000 reads/cell with a mean of 880 genes/cell was reported. In addition, we analyzed droplet-based scRNA-seq data from bone marrow cells isolated from C57BL/6 mice (*n* = 14)^54^ and from C57BL/6JN mice (*n* = 30)^36^ and from the *tabula muris senis*^36^. Sequencing data were aligned to the human reference genome Grch38 and the mouse genome mm10, respectively. Data with at least 500 unique molecular identifiers (UMIs), log10 genes per UMI >0.8, >250 genes *per* cell and a mitochondrial ratio of less than 20% were extracted, normalized, and integrated using the Seurat package v3.0 in R4.0.2. After quality control and integration, we performed a modularity optimized Louvain clustering with the resolution “1.4”, leading to 40 distinct clusters in the human dataset. Subsequently, we performed the labelling for these 40 clusters manually with established key marker genes (Supplementary Fig. 3a). In the murine dataset, we chose the same order of analysis, and picked the resolution “1.4”, leading to 40 distinct clusters, which were manually assigned according to established marker genes (Supplementary Fig. 6a).

Subsequent R-packages were Nebulosa (3.13^95^), Monocle (2.18.0^96^), dittoSeq (1.2.6^97^), Escape (1.0.1, “Borcherding N, Andrews J (2021). escape: Easy single cell analysis platform for enrichment. R package version 1.2.0.”), Cellchat^52^ (within the Cellchat package, and for Fig. 4c we aimed to summarize functional cell types in order to highlight the functional importance of SASP cells and their communicational patterns. Subsequently, we combined “CD10^+^ B cells”, “CD20^+^ B cells”, “Plasma cells”, “Plasmacytoid dendric cells”, “Conventional dendric cells” as “B cells”, “CD4^+^ naïve T cells”, “CD4^+^ memory T cells”, “CD8^+^ naïve T cells”, “CD8^+^ effector T cells” were summarized as “T cells”, “Early erythroid progenitors”, “Early erythrocytes”, “Late erythrocytes” as “Ery”, “HSPCs” as “HSPCs”, “Monocyte progenitors”, “CD14^+^ monocytes”, “CD16^+^ monocytes”, “Macrophages”, “Natural killer cells” as “Mono” and “SASP cells” as “SASP”. For Fig. 5c, “Chondro-hyper”, “Chondro-prehyper”, “Chondro-progen”, “Chondro-prol/rest”, “Chondrocyte” were summarized as “Chondro”, “EC”, “Pericytes” as “Endo”, “Fibroblast” as “Fibro”, “Lymphocyte”, “Mast cell” as “Immune”, “Lepr MSC”, “MSC” as “MSC”, “Mineralizing Osteocyte”, “OLC 1”, “OLC 2”, “Osteoblast”, “Osteocyte” as “Osteo” and “SASP cells” as “SASP”), bigSCale (2.1^71^), gprofiler2 (0.2.0^98^), igraph (1.2.6, Csardi G, Nepusz T (2006). “The igraph software package for complex network research.” InterJournal, Complex Systems, 1695), PCAtools (2.4.0, Blighe K, Lun A (2021). PCAtools: PCAtools: Everything Principal Components Analysis. R package version 2.4.0), and corrplot (0.89) and SCENIC (1.2.4^99^).

The gene ontology and KEGG analyses (Supplementary Figs. 3f, S7d) with gprofiler2 were done for homo sapiens (hsapiens) and mus musculus (mmusculus) after the positively regulated genes were selected with the “FindMarkers” function (used test = ”MAST”, logfc.threshold = 0.25). For the gost function, we used an user threshold of 0.05 and fdr correction method.

Pseudotime is a progression of cells along a virtually estimated path, mimicking temporal development. By using Monocle, an independent component analysis (ICA) dimensional reduction is performed, followed by a projection of a minimal spanning tree (MST) of the cell’s location in this reduced space. Each cell is assigned a pseudotemporal space^100,101^. Monocle 2 was used to preprocess, perform UMAP reduction, and reduce the dimensionality using the DDRTree algorithm with a maximum of four dimensions. Subsequently, the cells were ordered and genes plotted along the reduced dimension. Differential gene testing has been performed with the formula “~sm.ns(Pseudotime)”, and the results were restricted by a *q* value <0.1^100^.

An example of the code used for scRNA-seq can be found in the provided R notebook (Methods: R_notebook_Fig4_5_sup2to5.Rmd).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Code

Reporting Summary

## Data Availability

The data supporting the findings from this study are available within the manuscript and its supplementary information. The RNA-seq data from Fig. 1 have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus under GSE72815) and GSE141595. The RNA-sequencing data from Mus musculus brain microglia (Fig. 2a) is deposited under (GSE145265), prefrontal cortex (Fig. 2b) under GSE128770, dorsal hippocampus (Fig. 2c) under GSE94832 and the tabula muris senis (Fig. 2d) under GSE149590). The human single cell sequencing data (Fig. 4) is stored at GSE120221, while the murine single cell sequencing data (Fig. 5) is stored at GSE128423. The murine INK-ATTAC tibia diaphysis bulk RNA-sequencing data (Fig. 3a and b) is available from dryad (https://datadryad.org/stash/share/YdD6C2ZFDgSizXehPR0qqPy4io7oRQJMGRlrPuij9WU) or GSE199493. The human subcutaneous fat bulk RNA-sequencing data from trial no. NCT02848131 (Fig. 3d and e) is available from dryad (https://datadryad.org/stash/share/YdD6C2ZFDgSizXehPR0qqPy4io7oRQJMGRlrPuij9WU) and PRJNA826433. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A new gene set identifies senescent cells and predicts senescence-associated pathways across tissues
**Source:** Nat Commun. 2022 Aug 16;13:4827. doi: 10.1038/s41467-022-32552-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Supplementary data 1. Genes included in the SenMayo panel. The relationship of each gene to senescence/aging is described in the reference indicated. Tab 1: Human genes, Tab 2: Mouse genes.

Supplementary data 2: Network characteristics.

How the deposited data were processed for this re-analysis (not part of the article)

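The data come from tibiae of 41 female p16-INK-ATTAC mice, 12 young, 13 old + vehicle-treated and 16 old + AP-treated, grouped by the sample labels, whose group sizes match those of Fig. 3. The labels and the paper differ on the ages (6 to 12 and 20 months against 6 and 24 months), and the paper's ages were used. The labels name no sequencing batch, and young and old mice carry separate mouse numbers, so that a batch that followed age would go unseen.

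The authors sequenced the RNA on a HiSeq2000, mapped the reads to mm10 and deposited raw counts per gene, with 1 column per mouse and a row for each of 43346 Ensembl genes. The paper's text does not name the aligner, the counting program, the annotation release or the strand setting. Genes that overlap, such as Gm13889 and AL772372.1, and genes with near-identical copies, such as the immunoglobulin segments, are therefore uncertain. In total, 32309 genes had a nonzero count. All 41 columns were used. Total counts per mouse ranged from 37028959 to 75942717 (median 47774880). At this depth 1 count is a small fraction of 1 CPM. Between any 2 mice of a group, the counts differed by at least 38.3 times the variance that counting error gives.

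From the counts, R 4.3.3 with edgeR 4.0.16 gave TMM normalization, a filter by expression that kept 19292 genes, and a quasi-likelihood test in one model of the 3 groups, with 3 comparisons. DESeq2 1.42.0 gave the variance-stabilized values and an alternative test. limma 3.58.1 gave camera and fry. Gene set enrichment was computed in Python 3.11.15 with NumPy 2.4.6, with a signal-to-noise ratio whose SD was at least 0.2 times the group mean, an exponent of 1, and 1000 random gene sets. The paper's methods name the ranking metric and the permutations of gene sets, but not the input values, so that variance-stabilized values were used. SenMayo was taken from the mouse sheet of Supplementary Data 1 (118 symbols, 116 matched by symbol and 2 by identifier). R-HSA-2559582 was taken from the 69 mouse genes that the fgsea package lists, of which 61 were matched. That list can differ from the one the paper used. The SenMayo score of a mouse is the mean z-score of log2 CPM (prior count 2) over 104 genes. Group means were compared by two-sided permutation tests with 100000 resamples, whose smallest p is 1e-05. Hulls were drawn with shapely 2.1.2.

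The genes named in the text were Cdkn2a, Cdkn1a, Mif, the genes drawn in Fig. 3c, Xist and the Y-linked genes, pairs of genes that the paper relates in other data, and, in each comparison, the 3 genes with the largest increase and the 3 with the largest decrease past the threshold, among the SenMayo genes and among all genes with an average of at least 1 CPM. Other genes are marked as chosen after their values were seen. This rule, the main tests and most alternatives were set before the data were examined. Alternatives set then were DESeq2 in place of edgeR, its size factors in place of TMM, no filter, models of 2 groups, no fold-change threshold, other inputs, null sets and tests for the enrichment, other forms of the score and other settings of the principal components. Covariates, trends over gene length and GC content (4 spline degrees of freedom, 19097 genes with a value), each mouse left out in turn (for the hulls and distances with the components of all mice kept) and the cover of the hulls were added after the data had been seen. Composition was scored with 14 lists of marker genes, for skeletal muscle, erythroid cells, neutrophils, B cells, plasma cells, T cells, macrophages, osteoclasts, osteoblasts, osteocytes, adipocytes, endothelial cells and female and male sex. A list of denervation genes was added later.

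The scripts were tested on simulated data. Of 200 genes changed by known amounts in counts drawn with the means, dispersions and library sizes of these data, edgeR recovered 186 (93%) and called 5 of 18949 unchanged genes, and it made 0 calls between groups without a change. DESeq2 recovered 190 and called 13 unchanged genes. Only genes with an average of at least 1 CPM were changed, each by more than Cdkn2a under AP, so that smaller changes were not covered. Genes were drawn independently, unlike in the mice, where single random divisions gave 1681 and 2473 genes against young mice. Of random gene sets tested by the enrichment against other random sets, 4.0% had a nominal p under 0.05. That share lies near the threshold by construction and checks only the script. The human samples and the other gene sets of Table 1 were not analysed here.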

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

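The paper tested SenMayo and other senescence gene sets in these bones by enrichment, which ranks all genes. It does not report which single genes outside SenMayo differ, and members of those other sets were not left out of the counts given here. The fits with covariates or trends removed were chosen after the data had been seen, the covariates of random numbers after those fits, and the tests of 4931408C20Rik after its values.

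Outside SenMayo, 1727 genes differed between old + vehicle-treated and young mice and 1639 between old + AP-treated and young mice by edgeR's quasi-likelihood test. Among genes with an average of at least 1 CPM, the largest decreases with age were those of Gpr50 (log2 fold change -3.39, adjusted p = 4.22e-08, 13 of 13 mice below the young median) and A2m (-3.29, adjusted p = 5.46e-05, 13 of 13 mice). With SenMayo included, the counts were 1748 (830 higher, 918 lower) and 1655 (720 higher, 935 lower). Of 60 divisions of the mice into groups of the same sizes, the real one included, 1 gave as many genes for vehicle against young and 2 for AP against young. These shares are under 0.05 and argue against a chance division, but single random divisions came close or went further, with 1681 genes for vehicle and 2473 for AP, while the median division gave 0 in both. For SenMayo alone, with 21 and 16 genes, 1 of 60 divisions gave as many in each comparison. A difference in the amount of skeletal muscle as the whole cause is argued against, since 1803 and 1933 genes outside SenMayo passed with a muscle score as covariate. The same holds for library size (1765 and 1683 genes with it as covariate) and for gene length and GC content (1561 and 1670 genes with their trends removed). With the scores of 12 cell type lists as covariates, the counts fell to 687 and 442. With SenMayo included they were 695 and 451. Over 20 draws, 12 covariates of random numbers gave between 195 and 2723 genes for vehicle (median 1187) and between 517 and 2274 for AP (median 1288), so that the fall for vehicle was within what random covariates give and the fall for AP went below every draw. The test leaves a shift in cell types open in both comparisons, because the scores are levels of transcripts, some of which differ between the groups, and a change within cells would move them too. The marker transcripts of some cell types also differed. The score of the B cell list was lower in both old groups (difference -1.30, adjusted p = 0.00178, lower in 12 of 13 vehicle-treated mice), as was that of the osteoblast list (-0.983, adjusted p = 0.00178). A shift in cell types and a change within cells cannot be told apart here, and age and any unrecorded batch follow the same groups. Age remains an open explanation.

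Between old + AP-treated and old + vehicle-treated mice, 14 genes differed, all outside SenMayo, with 5 higher and 9 lower under AP. At an unadjusted p under 0.05 there were 4620 of the 19292 genes tested. A chance division of the mice stays open for the 14 genes, since 3 of 60 divisions gave as many. The count of 14 also depends on single mice. Leaving out each mouse in turn gave from 0 to 405 genes, with 405 without old + AP-treated mouse 9. It fell to 1 with the muscle score as covariate, to 1 with library size, to 0 with the length and GC trends removed and to 0 with the 12 cell type lists. None of these tests singles out an explanation, since unrelated corrections each removed all of the calls or all but 1. The call left with the muscle score was lower under AP, and the call left with library size was higher. With 12 covariates of random numbers there were between 0 and 2810 genes (median 0). For these 14 genes, skeletal muscle, library size, gene length, GC content, a shift in cell types and an effect of AP stay open. Among those with an average of at least 1 CPM, the largest changes were in immunoglobulin segments, and each rested on 1 mouse. Igkv13-84 had a log2 fold change of 4.57, and 1.46 without old + AP-treated mouse 18 (adjusted p = 0.176). Igkv4-57 had -3.34, and -0.51 without old + vehicle-treated mouse 23 (adjusted p = 0.439). Htr2a (log2 fold change 0.72, adjusted p = 0.0322) and Gm28044 (0.51, adjusted p = 0.0432) were higher than the vehicle median in 16 of 16 AP-treated mice. AL772372.1 (-1.66, adjusted p = 0.0322) was lower in 16 of 16 and Gm13889 (-1.35, adjusted p = 0.0432) in 14 of 16. Gm13889 and AL772372.1 overlap on chromosome 2 and can share reads. Without old + vehicle-treated mouse 16 the log2 fold change of AL772372.1 was -1.27 (adjusted p = 0.0845) and that of Gm13889 -0.93 (adjusted p = 0.117). Over the fits that each left out 1 mouse, the adjusted p of Htr2a reached 0.0792 and that of Gm28044 0.0992.

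4931408C20Rik (chromosome 1, 26681814 to 26687460) was above 3 counts in 22 of 29 old mice and in 0 of 12 young mice. It was above that floor in 8 of 13 old + vehicle-treated mice (Fisher's exact test against young mice, p = 0.00165) and in 14 of 16 old + AP-treated mice (p = 5.98e-06), and the old groups did not differ in this (p = 0.192). The level was at least 20.5-fold higher in the vehicle group and at least 38.3-fold higher in the AP group than the floor allows in young mice. The old mice fell apart into 7 with at most 2 counts and 22 with 53 to 309 counts. Library size is argued against, since the median total of the 7 mice, 46952846, is close to the median of the 22 others, 47433001, and within their range, 38345257 to 75942717. A variant that segregates in the colony may give such a gap, with 53 as the lowest count of the upper class. It cannot be told apart from age, a difference between cohorts or reads shared with a copy of the gene, because no genotypes were analysed here and the gene was picked for its pattern.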

How the results depend on the processing

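Alternatives are those set before the data were examined unless stated otherwise. Of 97 values of 22 results under these alternatives, 66 kept their direction and their side of the threshold (or stayed within 1.5 times for counts), 14 became weaker, 3 stronger, 6 reversed and 8 counts moved. Unless a cause is given, the cause was not tested.

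The count of differentially expressed genes for age and for AP against young mice stayed within 1.5 times under DESeq2 (2114 and 1987), its size factors, no filter and models of 2 groups. Without the fold-change threshold, which by its construction admits more genes, there were 3736 and 3437, and 30 SenMayo genes for AP against young mice. For AP against vehicle, the 14 genes became 204 with DESeq2 (111 higher, 93 lower, against 5 and 9), 0 without a filter (5954 genes at an unadjusted p under 0.05), 0 with a model of 2 groups (4033 at an unadjusted p under 0.05) and 33 without the fold-change threshold. With the size factors of DESeq2 in edgeR there were 13. DESeq2 called 2 SenMayo genes where edgeR called 0 (16 of 104 at an unadjusted p under 0.05, against 4620 of all 19292 genes).

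The following were chosen after seeing the data. With 12 cell type scores as covariates the counts were 695 for age and 451 for AP against young mice, and 8 and 9 among SenMayo genes. For AP against vehicle they were 1 with the muscle score, 1 with library size, 0 with the 12 scores and 0 with the length and GC trends removed.

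The SenMayo NES for age was 1.25 on TMM log2 CPM, 1.17 on the linear scale, 1.04 without a floor on the SD and 1.09 with permuted mouse labels (p = 0.063, 0.125, 0.315 and 0.38). Camera gave p = 0.368, camera with an estimated correlation p = 0.645 and fry p = 0.496. Under AP against vehicle it was -1.22 on TMM log2 CPM and -1.05 with permuted labels (p = 0.0801 and 0.404). Camera gave p = 0.0593, with an estimated correlation p = 0.337, and fry p = 0.224. For AP against young mice it was 1.33 on filtered genes and 1.37 when ranked by log2 fold change (p = 0.0396 and 0.0399), and it reversed to -1.09 on the linear scale and to -1.12 without a floor on the SD. The direction was also down by camera (p = 0.673), camera with an estimated correlation (p = 0.829) and fry (p = 0.652). The Reactome NES for age was 1.17 on TMM log2 CPM and 1.02 on filtered genes.

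The score difference between AP-treated and young mice, -0.0436, was 0.0294 without scaling. The other differences of the score, the distances on the principal components, the mice inside the young hull and the shares of variance kept their direction and side of the threshold. So did the cover of the hulls, which was chosen after seeing the data, under the same settings. The correlation of Fgf7 and Pappa passed when group means were not subtracted (r = 0.337, permutation p = 0.0317, adjusted p = 0.0476). The number of composition lists past the threshold was 10 of 42 tests under both normalizations.

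For single genes, 18 of 207 values changed, of which 10 were weaker, 4 stronger and 4 reversed. The reversals were all with DESeq2, for Mmp3 with age (-0.39) and, under AP against vehicle, for Mmp3 (0.71), Cxcl1 (0.41) and Ighv1-66 (0.52). In edgeR, leaving out 1 mouse (old + vehicle-treated mouse 13 for Ighv1-66 and 16 for the others) reversed the same values (-0.40, 0.72, 0.39 and 0.53), so that their direction depends on that mouse. Models of 2 groups left out Cxcl1 and 4931408C20Rik where their filter removed them.

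No paired analysis was possible because each mouse number occurs in 1 group only. With each mouse left out in turn, chosen after seeing the data, there were from 1500 to 1975 genes for age, from 0 to 405 for AP against vehicle and from 1416 to 1936 for AP against young mice. Among SenMayo genes there were from 17 (9 higher and 8 lower, without old + vehicle-treated mouse 16) to 23, from 0 to 4 (4 without old + AP-treated mouse 9) and from 15 to 19. The SenMayo NES ranged from 1.28 to 1.58 for age, from -1.59 to -1.08 for AP against vehicle and from 1.09 to 1.24 for AP against young mice. Its lowest value for age and its highest under AP against vehicle both came without old + vehicle-treated mouse 16, with p = 0.0592 and p = 0.275. The Reactome NES ranged from 1.25 to 1.45, from -1.76 to -1.40 and from -0.915 to 0.861, where the sign changed in 4 of the 28 fits. The score difference ranged from 0.029 (without old + vehicle-treated mouse 7) to 0.123 (without old + vehicle-treated mouse 20) for age, from -0.166 (without mouse 20) to -0.0727 (without mouse 7) for AP against vehicle and from -0.0713 (without old + AP-treated mouse 10) to -0.0138 (without old + AP-treated mouse 26) for AP against young mice. With the components of all 41 mice kept, the difference in distance to the young mean position ranged from -0.00828 (without old + AP-treated mouse 18) to 0.821 (without old + vehicle-treated mouse 16), and the difference in cover of the young hull from 0 (without old + AP-treated mouse 27) to 29.1 percentage points.

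Depth limits genes near the floor, such as Cxcl1 in young mice (at most 12 counts) and the Y-linked genes, whose differences cannot be read as expression.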

Differences from the paper's values

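The paper gives the enrichment for old against young and for vehicle against AP, so that its second score is positive where SenMayo is higher in vehicle-treated mice. The scores here are given in that direction.

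For SenMayo with age, the nominal p was 0.0098 against the paper's 0.0023. Of the alternatives set before the data were examined, expression-matched random sets (0.00344) and ranking by log2 fold change (0.00163) lie within 1.5 times of the paper's value. The filtered genes (0.00452), 10000 random sets (0.00481), TMM log2 CPM (0.063), the linear scale (0.125), no floor on the SD (0.315) and permuted mouse labels (0.38) do not. The NES was 1.44 against the paper's 1.5042, with a jackknife standard error over mice of 0.300. Both values come from the same mice, so that this standard error cannot judge a difference in processing, here or below.

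For SenMayo in vehicle against AP, the nominal p was 0.0136 against the paper's 0.0054, and of the alternatives set before the data were examined only no floor on the SD (0.00645) came within 1.5 times of it. Expression-matched sets (0.0138), 10000 random sets (0.0145), the linear scale (0.0196), filtered genes (0.0427), TMM log2 CPM (0.0801), permuted mouse labels (0.404) and ranking by log2 fold change, under which no random set was as far from 0, did not. With 1 mouse left out, chosen after seeing the data, 4 of 29 fits came within it (p from 0.00517 to 0.00765). The NES was 1.38 against the paper's 1.4586, with a jackknife standard error over mice of 0.604.

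For R-HSA-2559582 with age, the nominal p was 0.049 against the paper's 0.0326, and with TMM log2 CPM (0.174) or filtered genes (0.433) it was further away. With 1 mouse left out, chosen after seeing the data, 3 of 25 fits came within 1.5 times of the paper's value (p from 0.0286 to 0.0437). The NES was 1.33 against the paper's 1.4235, with a jackknife standard error over mice of 0.278.

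For R-HSA-2559582 in vehicle against AP, the NES was 1.60 and the nominal p 0.00785, against the paper's 1.0006 and 0.4442. TMM log2 CPM (1.57 and 0.0025) and filtered genes (1.62 and 0.00652) did not close the gap. The gene list used here can differ from the paper's, and a different list was not tested as the cause. Settings other than those alternatives came within 0.489 of the paper's NES, the jackknife standard error over mice, but not within 1.5 times of its p. These were permuted mouse labels, with an NES of -1.29 (p = 0.145) in the direction of AP against vehicle, and 8 of 29 fits with 1 mouse left out, chosen after seeing the data, with an NES from -1.48 to -1.40.

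Fig. 3c and its legend show old + AP-treated mice overlapping young mice. Here the old + AP-treated mice were on average 0.266 units further from the young mean position than the old + vehicle-treated mice (p = 0.751), and 1 of 16 was inside the young hull. The hull of the AP-treated mice covered 25.4% of that of the young mice and the hull of the vehicle-treated mice 0%. Both values rest on single mice. With the positions on the components kept, the cover was 0% for both old groups without old + AP-treated mouse 27, and the difference in distance was -0.00828 units without old + AP-treated mouse 18, fits chosen after seeing the data. The gene list behind Fig. 3c is not printed and can differ from the one used here.

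Table 1 and the text place SenMayo ahead of the R-HSA-2559582 set in the comparison of vehicle with AP. Here the NES of the list used for that set, 1.60, was further from 0 than the 1.38 of SenMayo. The list can differ from the paper's, and the difference between both sets was not tested.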

Other observations

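The tests of the enrichment and of the relations between mice were set before their results were seen. The tests of adhering muscle and of more muscle in old samples were chosen after, and the 5 denervation genes were fixed before their values were seen.

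The enrichment of SenMayo was set against divisions of the mice at random, with 100 divisions per comparison. An NES as far from 0 was given by 36 divisions for age, 31 for AP against vehicle and 35 for AP against young mice. For the Reactome set the counts were 30, 7 and 89. A chance division of the mice stays open for each of these 6 scores. The count of SenMayo genes under AP against vehicle, 0, was reached by 60 of 60 divisions, as any count is at least 0.

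The SenMayo score varied between mice within groups, and 3 relations were tested with group means subtracted. It fell with the skeletal muscle score (Pearson's r = -0.448, permutation p = 0.0045, adjusted p = 0.00675, Spearman's rho = -0.462, permutation p = 0.00298, r = -0.410 without the 2 mice farthest from the median, and -0.441, -0.728 and -0.205 within young, old + vehicle-treated and old + AP-treated mice). It rose with Cdkn2a (r = 0.539, permutation p = 0.00096, adjusted p = 0.00288, rho = 0.499, permutation p = 0.00241, r = 0.465 without 2 mice). Within groups, r with Cdkn2a was 0.361 in young, 0.761 in old + vehicle-treated and 0.326 in old + AP-treated mice. With the muscle score taken out of both, r with Cdkn2a was 0.540 (permutation p = 0.00094). With library size, r was -0.184 (permutation p = 0.249, rho = -0.184, permutation p = 0.259, r = -0.0485 without 2 mice), which leaves a weak relation open. The score may therefore carry both the amount of muscle in a sample and the Cdkn2a level of the mouse, as a hypothesis.

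Opposite directions of age and AP may come from the shared vehicle mice. Of 100 divisions of the old mice, 57 gave as many SenMayo genes with opposite signs as the observed 59. Over all 19292 genes the correlation of both comparisons was -0.375, and 26 of 100 divisions gave one as negative (median -0.269).

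The 11 skeletal muscle genes took from 0.962% to 11.2% of the counts of a mouse. Within groups, their lowest pairwise correlation was 0.762 (median 0.935), against at most 0.386 for the median of random lists. The most abundant in old + vehicle-treated mice were Atp2a1 (15441 ± 8015 CPM, SD, n = 13) and Acta1 (13144 ± 5980 CPM, SD, n = 13). None of the 11 genes is in another list (0) or in SenMayo (0). Muscle left on the tibiae is a candidate source. The following are differences in the mean z-score of a list. Erythroid genes (-1.09, adjusted p = 0.0192) and Xist, the 1 gene of the female list (-1.67, adjusted p = 0.00178), were also lower in old + vehicle-treated than in young mice, in 12 of 13 and 13 of 13 mice. Xist was higher under AP than under vehicle by this score (0.862, adjusted p = 0.0284, 15 of 16 mice). By edgeR it was not called in that comparison (log2 fold change 0.23, adjusted p = 0.103, from 0.0421 to 0.202 with each mouse left out in turn, all under the fold-change threshold). With age its log2 fold change by edgeR was -0.46 (adjusted p = 0.000355), and in AP-treated against young mice -0.23 (adjusted p = 0.0563). Against young mice, AP-treated mice had more plasma cell transcripts (1.07, adjusted p = 0.00554, 15 of 16 mice), fewer B cell transcripts (-0.851, adjusted p = 0.0412) and fewer osteoblast transcripts (-1.43, adjusted p = 0.00178), and less Xist (-0.807, adjusted p = 0.0284). The male list also differed (-0.578, adjusted p = 0.0139), but Ddx3y had 27 counts in all 41 mice. The neutrophil, T cell, macrophage, osteoclast, osteocyte, adipocyte and endothelial lists did not differ in any of the 3 comparisons after adjustment for 42 tests (lowest adjusted p = 0.07). Nor did skeletal muscle (permutation p = 0.289, 0.134 and 0.637 for age, AP against vehicle and AP against young mice). A list mean can hide members that move in opposite directions. In the osteocyte list, Sost was 191 ± 34.7 CPM (SD, n = 12) in young and 332 ± 123 CPM (SD, n = 13) in old + vehicle-treated mice. Mepe was also higher (182 ± 33.6 and 329 ± 132 CPM), while Phex was lower (389 ± 73.2 and 220 ± 64.1 CPM). These genes were chosen after their values were seen.

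Chrng and Myog, chosen after their values were seen, were higher in old + vehicle-treated than in young mice (log2 fold changes 4.79 and 3.02 by edgeR). Denervation of muscle fibres in the samples is a candidate explanation. The score of Chrna1, Chrnd, Musk, Myh3 and Myh8 was higher by 0.984 (permutation p = 0.00552), and by 0.684 once the muscle score was taken out (permutation p = 1e-05, the smallest that the resamples can give), in 13 of 13 mice. This difference of 0.684 argues against more muscle in the old samples as the whole cause. With each mouse left out in turn, the adjusted difference stayed between 0.612 and 0.733. Of the 5 genes, Chrna1, Chrnd and Musk were differentially expressed and Myh3 (adjusted p = 0.0538) and Myh8 (adjusted p = 0.622) were not. In AP-treated against young mice the difference was 0.441 before the muscle score was taken out (permutation p = 0.169) and 0.575 after (permutation p = 0.00024). The result of the 5-gene score in that comparison thus depends on the adjustment. Of the 5 genes, Chrnd passed in that comparison (adjusted p = 0.00624), and Chrna1 (adjusted p = 0.183) and Musk (adjusted p = 0.213) did not. Chrng and Myog passed in it without the adjustment (log2 fold changes 3.87 and 2.05, edgeR adjusted p = 3.54e-05 and 0.00698). Chrng averaged only 0.035 CPM in young mice. In AP-treated against vehicle-treated mice the difference of the 5-gene score was -0.543 before (permutation p = 0.0867) and -0.109 after (permutation p = 0.459). A difference between cohorts remains open.

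Mif, which the paper measured by RT-qPCR, had 33.5 ± 10.2 CPM (SD, n = 12) in young, 39.9 ± 10.3 CPM (SD, n = 13) in old + vehicle-treated and 28.8 ± 8.50 CPM (SD, n = 16) in old + AP-treated mice by RNA-seq. Its log2 fold change was 0.26 with age (edgeR adjusted p = 0.267) and -0.47 under AP (edgeR adjusted p = 0.0721, DESeq2 adjusted p = 0.0396, under the fold-change threshold in both, and from 0.0278 to 0.156 by edgeR with each mouse left out in turn), with 14 of 16 AP-treated mice below the vehicle median.

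Of 3 pairs of genes that the paper relates in other data, Bmp2 and Cdkn1a were correlated across the 41 mice (Pearson's r = 0.473, permutation p = 0.00357, adjusted p = 0.0107, Spearman's rho = 0.472, permutation p = 0.00202, r = 0.396 without the 2 mice farthest from the median). Within groups r was -0.0623 in young, 0.382 in old + vehicle-treated and 0.672 in old + AP-treated mice. Dkk1 and Cdkn2a (r = 0.221, permutation p = 0.194, adjusted p = 0.200, rho = 0.234, permutation p = 0.151, r = 0.0777 without 2 mice) and Fgf7 and Pappa (r = 0.216, permutation p = 0.200, adjusted p = 0.200, rho = 0.168, permutation p = 0.303, r = 0.251 without 2 mice) were not. Within young, old + vehicle-treated and old + AP-treated mice, r was 0.342, 0.124 and 0.271 for Dkk1 and Cdkn2a and -0.158, 0.624 and 0.132 for Fgf7 and Pappa. Group means were subtracted in these tests. Without that step Fgf7 and Pappa were correlated (r = 0.337, permutation p = 0.0317, adjusted p = 0.0476, rho = 0.375, adjusted p = 0.0488), and for Bmp2 and Cdkn1a r was 0.368 (permutation p = 0.0167, adjusted p = 0.0476) and rho 0.317 (permutation p = 0.0439, adjusted p = 0.0659).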
